# The maize (*Zea mays* ssp. *mays* var. B73) genome encodes 33 members of the purple acid phosphatase family

**DOI:** 10.3389/fpls.2015.00341

**Published:** 2015-05-19

**Authors:** Eliécer González-Muñoz, Aida-Odette Avendaño-Vázquez, Ricardo A. Chávez Montes, Stefan de Folter, Liliana Andrés-Hernández, Cei Abreu-Goodger, Ruairidh J. H. Sawers

**Keywords:** purple acid phosphatase, maize, *Zea mays*, phosphorus

## Abstract

Purple acid phosphatases (PAPs) play an important role in plant phosphorus nutrition, both by liberating phosphorus from organic sources in the soil and by modulating distribution within the plant throughout growth and development. Furthermore, members of the PAP protein family have been implicated in a broader role in plant mineral homeostasis, stress responses and development. We have identified 33 candidate PAP encoding gene models in the maize (*Zea mays* ssp. *mays* var. B73) reference genome. The maize *Pap* family includes a clear single-copy ortholog of the *Arabidopsis* gene *AtPAP26*, shown previously to encode both major intracellular and secreted acid phosphatase activities. Certain groups of PAPs present in *Arabidopsis*, however, are absent in maize, while the maize family contains a number of expansions, including a distinct radiation not present in *Arabidopsis*. Analysis of RNA-sequencing based transcriptome data revealed accumulation of maize *Pap* transcripts in multiple plant tissues at multiple stages of development, and increased accumulation of specific transcripts under low phosphorus availability. These data suggest the maize PAP family as a whole to have broad significance throughout the plant life cycle, while highlighting potential functional specialization of individual family members.

## Introduction

Phosphorus (P) is an essential nutrient for plant growth: it is required for the majority of metabolic processes, including photosynthesis and respiration, and is a key structural component of macromolecules such as phospholipids and nucleic acids. In agricultural systems P is typically limiting and, as a consequence, large quantities of P additions are required to maintain productivity. It is now widely accepted that global P reserves are limited and need to be better managed to achieve maximum benefit (Schroder et al., 2011). Furthermore, such resources may not be readily available in marginal or remote areas. Among the multiple factors contributing to efficient agricultural P use, the capacity of the crops themselves is of clear importance (Veneklaas et al., 2012).

Plant P Efficiency (PE) can be partitioned between the efficiency of uptake (P Acquisition Efficiency; PAE), and the efficiency of internal use (P Use Efficiency; PUE; reviewed in Veneklaas et al., 2012). One of the greatest obstacles to PE is the relative immobility of P. The ability of a plant to take up and internally distribute P rests largely on the transport of inorganic orthophosphate (Pi) by the members of PHT1 family (Bucher, 2007). Much of the P, however, both in the soil and in the plant is in the form of immobile organic P esters. In the soil, organic P is present not only as the result of direct entry of organic sources into the system, but also as the result of soil microorganisms acting on Pi additions: organic P can account for up to 80% of soil total P (Ticconi and Abel, 2004). In the plant, incorporation of P into organic forms is a natural consequence of P use. Therefore, more active or appropriate mobilization of organic P sources, both external and internal, has the capacity to enhance both PAE and PUE. As such, liberation of Pi from organic sources represents both an intriguing point of convergence in the mechanistic basis of overall PE and an area of considerable research interest.

Acid phosphatases (AP; E.C.3.1.3.2) represent a major route for the liberation of Pi from organic P sources. APs can hydrolyse a broad range of Pi-monoesters, with optimal activity under acidic conditions. While plant genomes encode a variety of putative APs, the largest group, the purple AP (PAP) family, plays the most significant role in P foraging and recycling (Tran et al., 2010a). PAPs belong to the metallophosphoesterase superfamily, and are characterized by 5 conserved blocks of residues (**D**xG-G**D**XX**Y**-G**N**H(D/E)-VXX**H**-G**H**X**H**; metal binding residues are shown in bold; the spacing between blocks is variable) that bind metal ions, in plants typically Fe(III)–Zn(II) or Fe(III)–Mg(II), to form the enzymatic site. While mammalian genomes encode only a small number of *PAP* genes, the family is greatly expanded in plants: in *Arabidopsis* (*A. thaliana)* there are 29 members of the PAP family (Li et al., 2002); in rice (*Oryza sativa*) there are 26 (Zhang et al., 2011); in soybean (*Glycine max*) there are 35 (Li et al., 2012). Plant PAPs have been assigned to three major groups on the basis of predicted protein sequences (Li et al., 2002): groups I and II consist of high molecular weight oligomeric PAPs; group III consists of mammalian-like low molecular weight monomeric PAPs (Li et al., 2002; Tran et al., 2010a).

In *Arabidopsis*, biochemical and genetic evidence have identified the gene *AtPAP26* to encode both the major intracellular (vacuolar) and extracellular (secreted) PAP activities, consistent with a dual role in P foraging and P recycling that has been confirmed by analysis of *Atpap26* mutants (Veljanovski et al., 2006; Hurley et al., 2010; Tran et al., 2010b; Robinson et al., 2012a,b; Wang et al., 2014). Vacuolar and secreted forms of AtPAP26 are processed identically with respect to cleavage of an N-terminal targeting sequence. There are differences, however, in glycosylation, and these have been suggested to play a key role in determining protein localization (Tran et al., 2010b). Despite a predominant role in the P-starvation response, accumulation of *AtPAP26* transcripts is not regulated by P availability, although transcript abundance has been observed to increase in senescing leaves (Gepstein et al., 2003; Robinson et al., 2012a). Identification of *PAP26* orthologs from other plant species and phylogenetic analysis have revealed the PAP26 clade to diverge from other homologous sequences. In addition, with the exception of two sequences identified from each of *Populus* (Tran et al., 2010a) and soybean (Li et al., 2012), PAP26 is encoded by a single-copy gene in all species so far analyzed (Tran et al., 2010a,b; Zhang et al., 2011). When secreted AP activities have been purified from soybean and tomato (*Lycopersicon esculentum*) cell cultures, *PAP26* products have been identified, suggesting that PAP26 plays a key role across plant taxa (Lebansky et al., 1992; Bozzo et al., 2002). In white lupin (*Lupinus albus*), intracellular and extracellular AP activities are largely divided between the products of *SAP1* and *SAP2*, two genes that, if not direct orthologs to *AtPAP26*, are closely related (Tang et al., 2013). Notwithstanding the predominant role of PAP26, further PAPs make important contributions to P foraging and remobilization under Pi deprivation response—most notably AtPAP12, that contributes to secreted AP activity (Tran et al., 2010b), and AtPAP10, that has been localized to the root surface (Wang et al., 2011). AtPAP26, AtPAP12 and AtPAP10 together form a clade distinct from the other 29 *Arabidopsis* PAPs, designated group Ia-2 (Li et al., 2002).

Maize is a crop plant of global importance, and one for which much of the planting area is P limited (Calderon-Vazquez et al., 2011). The capacity of maize to secrete AP from roots has been well characterized at a physiological level. Furthermore, natural variation has been observed in AP production and, in a number of cases, such variation has been mapped genetically (Chen et al., 2008). Intracellular AP activities have been less well characterized, although isozyme variation in seedlings has been used successfully for analyses of genetic diversity (Efron, 1971). The genes encoding maize AP activities, however, remain largely uncharacterized. On the basis of studies in other plants, we hypothesize that the genes encoding the major activities related to the maize Pi deprivation response will belong to the PAP group Ia-2. In this study, we report the identification of 33 candidate PAP-encoding genes from the maize reference genome, and a phylogenetic analysis defining the maize PAP group Ia-2. In addition to identification of clear maize orthologs of *AtPAP26* and *AtPAP10*, we report two further sequences that, while members of group Ia-2, define a radiation that is not present in *Arabidopsis*.

## Materials and methods

### Bioinformatic identification of maize *Pap* genes

The protein sequences (TAIR10 representative gene model) of the 29 *Arabidopsis PAP* genes identified by Li et al. (2002) were retrieved and aligned using MUSCLE version 3.8.31 (Edgar, 2004). The resulting block-alignment file was converted to Stockholm 1.0 format, and used as input to hmmbuild (HMMER suite version 3.1b1; Finn et al., 2011). The resulting hmm file was used to search (hmmsearch) maize primary transcript predicted protein sequences (version 284_6a; Schnable et al., 2009), obtained from Phytozome 10 (Goodstein et al., 2012). A total of 39 protein sequences was selected based on an inclusion threshold of *E*-value <0.01 and aligned with MUSCLE, identifying the five conserved blocks of amino acids reported previously to be present in PAP proteins (GDXG/GDXXY/GNH(D/E)/VXXH/GHXH; Li et al., 2002; Supplementary Table S1). In the case of GRMZM5G831009 the protein sequence predicted from the primary transcript contained only two of the five conserved blocks. A secondary splicing model (GRMZM5G831009_T02), however, was predicted to encode all five conserved blocks and, consequently, was used for subsequent analysis. A second round of searching using hmmsearch identified an additional seven candidate proteins. The resulting set of 46 candidate maize PAPs was inspected and 13 sequences removed on the basis of the absence of conserved residues (GRMZM2G076062, GRMZM2G373887, AC209374.4, GRMZM2G019019, GRMZM2G076989, GRMZM2G143984, GRMZM2G150236, GRMZM2G306712, GRMZM2G342815, GRMZM2G375011, GRMZM2G405770) or a non-canonical order of the conserved blocks (GRMZM2G046436 and GRMZM2G404941). The final list of 33 maize PAP-coding genes is presented in Supplementary Table S2.

### Phylogenetic analyses

Phylogenetic analyses were performed using the MEGA software, version 6.06 (Tamura et al., 2013). Protein sequences were aligned using MUSCLE with manual adjustment, and the resulting alignment used to construct a maximum likelihood tree, bootstrapped using 1000 replicates. Figure 1 was constructed using predicted protein sequences corresponding to 33 candidate maize *PAPs*, together with the previously reported 29 *Arabidopsis* proteins (Li et al., 2002). Figure 2 was constructed using subgroup Ia proteins as defined in *Arabidopsis* (Li et al., 2002) and rice (Zhang et al., 2011) and selected sequences from maize, Canola (*Brassica rapa*) and sorghum (*Sorghum bicolor*). Canola and sorghum sequences were obtained from Phytozome 10 (Goodstein et al., 2012) by BLASTP using ZmPAP26 as the search term. The retrieved sequences were, from canola: Brara.C04146.1 (annotated here BrPAP10a), Brara.I00994.1 (BrPAP10b), Brara.C04145.1 (BrPAP10c), Brara.K01047.1 (BrPAP12), Brara.H00671.1 (BrPAP26); from sorghum: Sobic.003G314400.1 (annotated here SbPAP10; encoded by gene Sb03g036210), Sobic.008G113000.1 (SbPAP30a; Sb08g016690), Sobic.009G250300.1 (SbPAP30b; Sb09g030100), Sobic.008G189500.1 (SbPAP30c; Sb08g023000), Sobic.010G205200.1 (SbPAP26; Sb10g025250). *Arabidopsis* subgroup Ib protein sequences AtPAP13, AtPAP15, and AtPAP23 were also included in the analysis. Sequences were aligned using MUSCLE and a phylogenetic tree was constructed using the MEGA6.06 software with 1000 bootstrap replicates.

**Figure 1:**
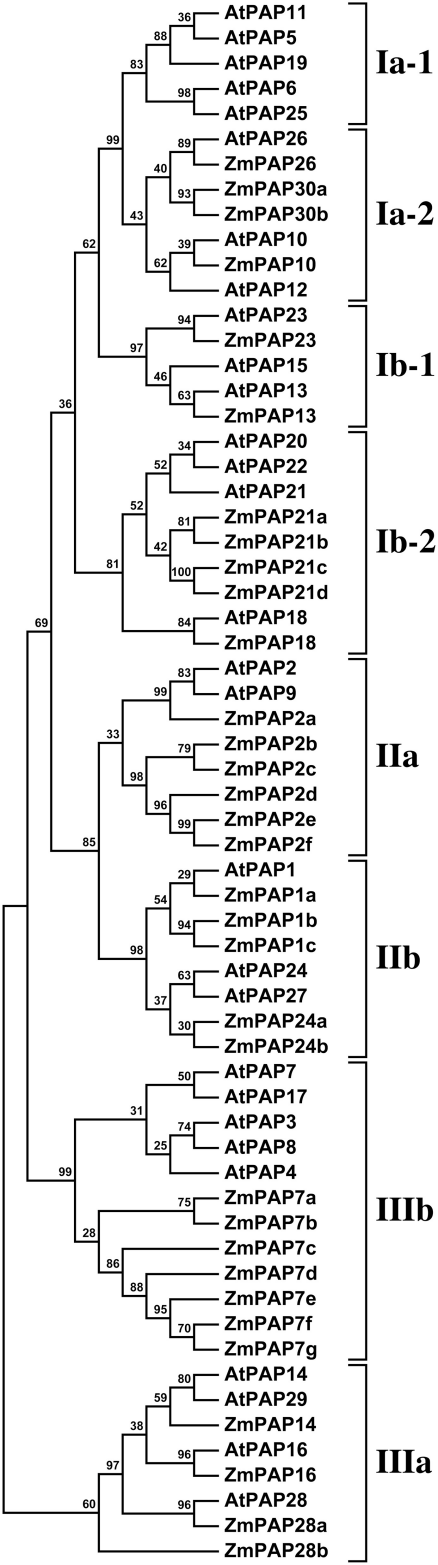
**Phylogenetic analysis of maize and *Arabidopsis* PAP sequences**. A maximum likelihood phylogeny was generated from 33 predicted maize PAP protein sequences and 29 PAP protein sequences from *Arabidopsis*. The eight previously defined subgroups (Li et al., 2002) are labeled to the right of the tree: Groups I and II (I, II) consist of high molecular weight oligomeric PAPs; group III (III) consists of mammalian-like low molecular weight monomeric PAPs. Bootstrap support values are shown as percentage at the nodes.

**Figure 2:**
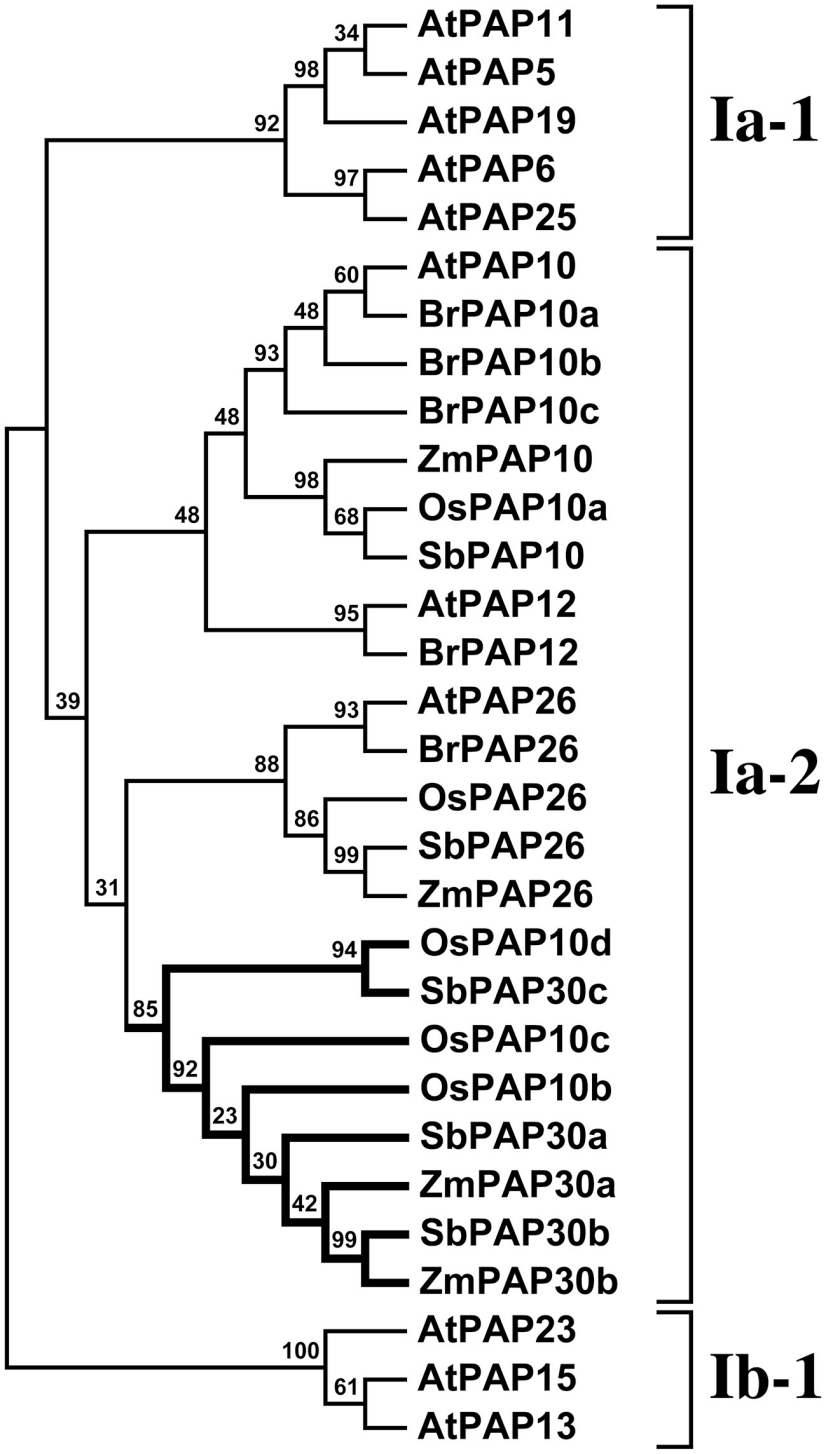
**Phylogenetic analysis of subgroup Ia-2 PAP sequences**. A maximum likelihood phylogeny was generated from subgroup Ia-2 PAP protein sequences from *Arabidopsis thaliana*, canola, sorghum, rice and maize. *Arabidopsis* subgroups Ia-1 and Ib-1 are also shown. A clade that in this analysis is constituted only by grass sequences is highlighted in bold. Bootstrap support values are shown as percentage at the nodes.

### Identification of P1BS PHR1 binding sites

The MYB transcription factor PHOSPHATE STARVATION RESPONSE 1 (PHR1) has been characterized previously to bind the promoter region of its targets at the imperfect palindromic sequence GNATATNC, defined as the PHR1 Binding Sequence (P1BS; Rubio et al., 2001; Zhou et al., 2008). To identify P1BS sequences in the upstream region of *ZmPap* genes, the PLACE Web signal scan (http://www.dna.affrc.go.jp/PLACE/signalscan.html; (Prestridge, 1991; Higo et al., 1999) was used to query the region 2500 bp upstream of the annotated transcriptional start site, using default parameters.

### Prediction of sub-cellular localization

Signal peptide analysis was conducted using the SignalP 4.1 server (http://www.cbs.dtu.dk/services/SignalP/; Petersen et al., 2011) using default settings. Subcelluar localization of ZmPAP proteins was predicted using the TargetP1.1 server (http://www.cbs.dtu.dk/services/TargetP/; Emanuelsson et al., 2007) using default parameters.

### Tissue- and stage-specific *ZmPAP* expression

Normalized expression data for 33 maize PAP-coding genes were retrieved from qTeller (www.qteller.com) using two sources profiling seedling tissues (Wang et al., 2009; Li et al., 2010) and one source profiling reproductive tissues (Davidson et al., 2011). Data was selected for seedling root, seedling shoot, developing leaf, mature leaf (vegetative tissues); and tassel, developing ear, seed 5 days-after-pollination (DAP), seed 10 DAP, embryo 25 DAP and endosperm 25 DAP (reproductive tissues). Data was presented either as absolute (log10 counts) or relative expression across tissue types on a per gene basis. Relative values were calculated as standardized Z-scores obtained by dividing deviations from the gene mean by the gene standard deviation.

### RNA-sequence analysis of maize plants grown under low-phosphate availability

Maize (*Zea mays* ssp. *mays* var. B73) was grown for 21 days post-emergence in ~15 cm diameter × 50 cm height PVC tubes, filled with 9 L of inert sand substrate. From day10, plants were fertilized with Hoagland solution (Hoagland and Broyer, 1936) containing the standard (complete) 1000 μM (+P) or a modified 10 μM (–P) concentration of KH_2_PO_4_. Plants were watered every other day to maintain field-capacity. Watering alternated fertilizer solution and deionized water. The concentration of potassium was maintained constant by addition of KCl as required. The distal 10 cm of the second and third fully expanded leaves and the complete root system were collected for analysis. Two biological replicates were collected for each experimental condition and tissue type. Tissue was ground in liquid nitrogen and total RNA extracted using the PureLink RNA Mini Kit (Ambion by Life Technologies, CA, USA). The integrity, quality and quantity of the RNA was assayed by agarose-electrophoresis, NanoDrop 1000 spectrophotometric analysis (Thermo Fisher Scientific Inc., DE, USA) and by using the Agilent Bioanalyzer system (Agilent Technologies Inc., CA, USA). A sample of 4 μg of total RNA was fragmented, converted to cDNA and enriched by PCR according to the Illumina TruSeq RNA SamplePrep v2 protocol (Illumina, Inc., CA, USA). Libraries were assayed by agarose-electrophoresis and quantified using the microplate based PicoGreen dsDNA quantification assay (Molecular Probes Inc., OR, USA) and Agilent Bioanalyzer system. Illumina barcodes were added and used to pool 10 samples per lane. Libraries were quantified by qPCR, using the Library Quantification kit (Kapa Biosystems, Inc., MA, USA) with the CFX Connect Real-Time PCR Detection System (Bio-rad, CA, USA) and sequenced with the Illumina HiSeq 2500 system using a TruSeq SBS sequencing kit v3 (Illumina, Inc., CA, USA). Reads were mapped to the maize transcript file (version 284_6a, downloaded from Phytozome 10) using bowtie2 v2.2.4 (Langmead and Salzberg, 2012) with the options—very-sensitive and -a (Supplementary Table S3). Bowtie2 Sequence Alignment/Map output files were used as input to eXpress (Roberts and Pachter, 2013) to obtain read counts for all identified *Pap* transcripts. Differential accumulation of transcripts was estimated using EdgeR (Robinson et al., 2010), applying a Bonferroni correction to obtain adjusted *p*-values at the level of the *Pap* family. Transcripts with an adjusted *p*-value of < 0.05 were considered to accumulate differentially between +P and –P conditions (Supplementary Table S4). Raw and processed data are available at NCBI's Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under accession GSE63779.

## Results

### The maize genome encodes 33 putative PAPs

To identify maize PAP encoding genes, we performed a hidden Markov model search (see Materials and Methods) for maize gene-models whose putative protein products exhibit a high degree of similarity to reported *Arabidopsis* PAPs (Li et al., 2002). A total of 33 putative PAP-encoding genes were identified from the maize B73 set. Predicted maize PAP protein sequences were aligned with the *Arabidopsis* PAPs, and the alignment used to construct a phylogenetic tree that served as a guide to naming the maize PAPs (Figure 1). On the basis of this alignment, maize PAPs were confirmed to encode five previously reported conserved metal binding blocks (Li et al., 2002), with the exception of six proteins (ZmPAP2e, ZmPAP2f, ZmPAP7b, ZmPAP7f, ZmPAP7g, ZmPAP21d) that lacked one or more block (Supplementary Tables S1, S2).

### The maize genome encodes PAPs of groups I, II, and III

The members of the *Arabidopsis* PAP family constitute three major groups (Li et al., 2002): groups I and II comprised of high molecular weight PAPs, and group III comprised of low molecular weight mammalian-like PAPs. All three groups were recovered in our phylogenetic analysis of *Arabidopsis* and maize PAPs (Figure 1). Eleven of a total of 33 maize PAPs were assigned to group I, fewer than the 15 members of the *Arabidopsis* group. Notably, subgroup Ia-1, consisting of AtPAP5, AtPAP6, AtPAP11, AtPAP19 and AtPAP25, was found to be absent from the maize genome, as it is also from rice (Zhang et al., 2011). In contrast, we observed a slight expansion of group II in maize: eleven maize PAPs were assigned to group II, in comparison to 5 *Arabidopsis* PAPs. The expansion of the maize group II resulted from the presence of 5 maize PAPs (ZmPAP2b–2f) that form a sister clade to the *Arabidopsis* group IIa proteins AtPAP2 and AtPAP9, and of a triplication of ZmPAP1 (ZmPAP1a–1c) in group IIb. Group III was comparable in size in maize and *Arabidopsis* (11 and 9 members, respectively). Group IIIa (AtPAP14, AtPAP16, AtPAP28, AtPAP29) was present in maize, although it has been reported to be absent in rice (Zhang et al., 2011). Group IIIb was expanded in maize, notably by the presence of 7 proteins (ZmPAP7a–7g) forming a sister clade to the *Arabidopsis* group IIIb; this maize group likely drives the displacement of group IIIa to a position outside of the other proteins in our analysis.

### The maize PAP subgroup Ia-2 contains four members

It has been shown previously in *Arabidopsis* that the genes encoding the major P responsive AP activities form a phylogenetically distinct clade, subgroup Ia-2, within the PAP group I (Li et al., 2002; Tran et al., 2010b; Wang et al., 2011). The maize PAP subgroup Ia-2 contains 4 proteins (Figure 1). A single maize gene-model (AC211394.4_FG004; Table 1) was identified as a potential ortholog of the key PAP-encoding gene *AtPAP26*, and designated *ZmPap26*. Potential orthology among *Arabidopsis*, rice and maize *PAP26* sequences was supported further by reciprocal BLAST searches (data not shown). A single maize gene-model (GRMZM2G093101; Table 1) was identified also as a potential ortholog of *AtPAP10*, and designated *ZmPap10*. The putative protein ZmPAP10 is most similar to the putative rice protein OsPAP10a. Again, reciprocal BLAST searches (data not shown) supported orthology among *PAP10* sequences. Collectively, our analyses suggest *PAP10* and *PAP26*, genes reported previously to play key roles in the *Arabidopsis* P deprivation response, to be conserved single-copy genes in maize. In contrast, orthology relationships with respect to *AtPAP12* were less clear. A previous analysis in rice identified a triplet of paralagous genes lying adjacent to one another on chromosome 12 that grouped with *OsPAP26, OsPAP10a*, and the *Arabidopsis* subgroup Ia-2 sequences in phylogenetic analysis (Zhang et al., 2011). These three gene-models were designated *OsPAP10b*, *OsPAP10c* and *OsPAP10d*, although their placement with respect to *AtPAP10* and *AtPAP12* was ambiguous. We identified two closely related maize gene-models (GRMZM2G073860 and GRMZM2G077466; Table 1) that show no well-defined greater affinity to either *AtPAP10* or *AtPAP12*, although clearly similar to both, and forming part of groupIa-2. We have designated these sequences *ZmPap30a* and *ZmPap30b*.

**Table 1:** **PHR1 binding sites (P1BS) upstream of *ZmPAP* genes, and predicted subcellular localization for the corresponding ZmPAP proteins**.

**Name**	**P1BS number**	**P1BS location^a^ (bp)**	**Subcellular localization^b^**
*ZmPap26*	1	−2352	S
*ZmPap30a*	1	−256	S
*ZmPap30b*	0		S
*ZmPap10*	2	−232, −2463	S
*ZmPap23*	1	−199	M
*ZmPap13*	1	−412	S
*ZmPap21a*	0		S
*ZmPap21b*	0		O
*ZmPap21c*	4	−326, −1676, −1773, −1819	S
*ZmPap21d*	2	−1462, −2357	S
*ZmPap18*	0		S
*ZmPap2a*	2	−138, −2268	S
*ZmPap2b*	1	−618	M
*ZmPap2c*	2	−2038, −2140	O
*ZmPap2d*	2	−498, −791	C
*ZmPap2e*	1	−824	C
*ZmPap2f*	0		O
*ZmPap1a*	2	−391, −451	M
*ZmPap1b*	1	−2147	M
*ZmPap1c*	1	−191	M
*ZmPap24a*	0		S
*ZmPap24b*	0		S
*ZmPap7a*	0		S
*ZmPap7b*	0		O
*ZmPap7c*	0		S
*ZmPap7d*	4	−436, −666, −708, −1811	S
*ZmPap7e*	1	−446	O
*ZmPap7f*	0		O
*ZmPap7g*	1	−1368	M
*ZmPap14*	0		M
*ZmPap16*	1	−266	M
*ZmPap28a*	0		S
*ZmPap28b*	0		S

a *Location of predicted P1BS relative to predicted translational start*.

b *S, secretory; M, mitochondrial; C, chloroplast; O, other subcellular location*.

### The PAP subgroup Ia-2 in grasses contains lineage specific members

To investigate further orthology relationships among *Arabidopsis* and maize subgroup Ia-2 sequences, we performed a second phylogenetic analysis incorporating subgroup Ia maize PAPs, previously reported subgroup Ia sequences from *Arabidopsi*s (Li et al., 2002) and rice (Zhang et al., 2011), and additional closely related gene-model translations identified from the genome sequences of canola (*Brassica rapa*) and sorghum (*Soghum bicolor*) (Figure 2). This analysis supported the division of subgroups Ia-1 and Ia-2 as previously described (Li et al., 2002). The *Arabidopsis* sequences AtPAP10, AtPAP12, and AtPAP26 defined three distinct groups within subgroup Ia-2. The PAP26 group branched from all other subgroup Ia-2 members and contained sequences unique to each species in the analysis. The PAP10 group contained unique sequences for all species with the exception of canola for which three sequences were identified. The PAP12 group was represented only by *Arabidopsis* and canola sequences. A fourth group within the subgroup Ia-2 was composed specifically of grass sequences in our analysis. We retain the previous annotation of rice PAPs in this grass specific group but extend the PAP30 nomenclature assigned above to maize sequences to sorghum, highlighting the position of this group relative the AtPAP10-AtPAP12 clade.

### Maize PAP transcripts exhibit tissue- and stage- specific patterns of accumulation

To begin to investigate functional divergence among maize PAPs, we examined existing transcriptome datasets for evidence of differential accumulation of PAP encoding transcripts. We examined data from two sources profiling seedling tissues (Wang et al., 2009; Li et al., 2010) and one source profiling reproductive tissues (Davidson et al., 2011). Collectively, maize *Pap* transcripts were found to accumulate in all tissues and development stages examined, while the pattern of accumulation varied greatly among individual transcripts, indicating both the importance on the *Pap* gene family throughout the plant lifecycle and a high degree of specialization among family members (Figure 3). Interestingly, we observed no clear relationship between our phylogenetic analysis and expression data, suggesting that functional divergence at the level of transcript accumulation has occurred rapidly during evolution of the maize *Pap* family. In seedlings, there was a broad trend toward greater accumulation of *Pap* transcripts in roots than in the shoot. In later vegetative-stages, however, accumulation increased in the aerial portion of the plant, with a number of *Pap* transcripts accumulating to their highest levels in mature leaves. In reproductive tissues, a number of *Pap* transcripts showed strong accumulation in the tassel. In addition, there was a trend towards increasing *Pap* transcript accumulation in the seed in the days following pollination, and a greater accumulation of *Pap* transcripts in the endosperm than in the embryo. In absolute terms, the accumulation of *Pap* transcripts is dominated by *ZmPap7a, ZmPap26*, *ZmPap18*, and *ZmPap2a* (in descending order of mean counts). Levels of *ZmPap26* transcript accumulation differed little among samples, consistent with previous reports of the importance of post-transcriptional regulation of PAP26 (Tran et al., 2010b). In contrast, transcripts of *ZmPAP7a*, *ZmPAP18*, and *ZmPAP2a* were not only generally abundant, but regulated with tissue type and stage (Figure 3).

**Figure 3:**
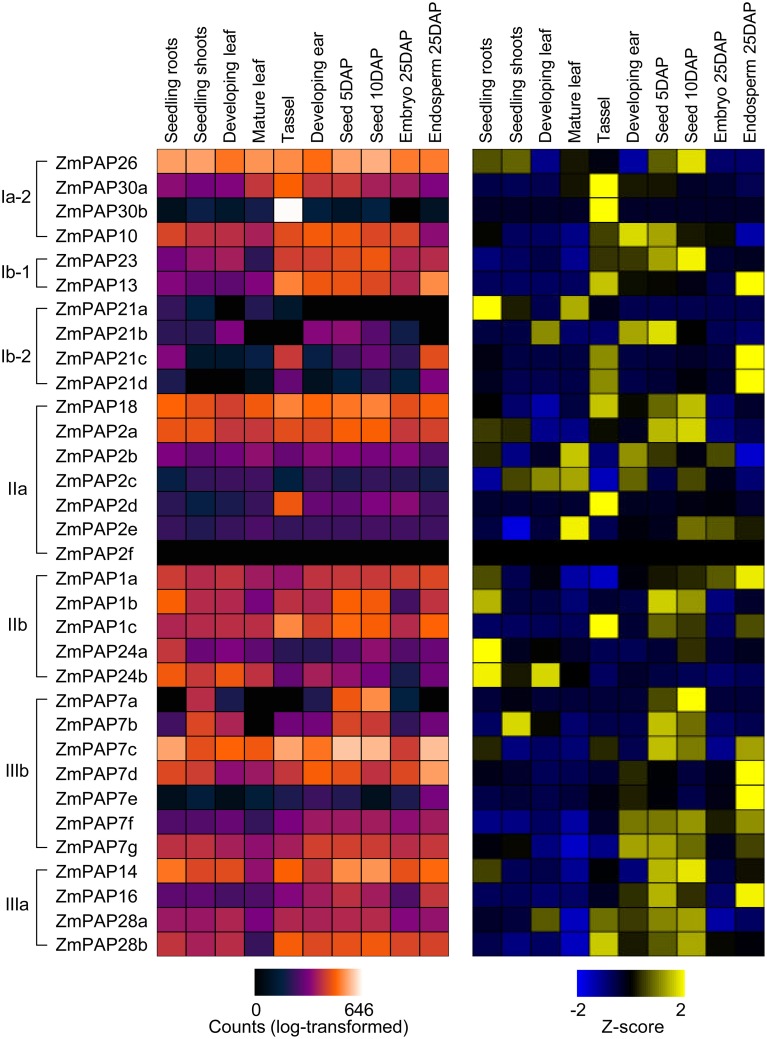
**Tissue- and stage-specific expression of *ZmPap* genes**. Heatmap representation of absolute (left; purple-red scale) and relative (right; blue-yellow scale) accumulation of maize *Pap* transcripts in samples from vegetative (seedling root, seedling shoot, developing leaf and mature leaf) and reproductive (tassel, developing ear, seed 5 days-after-pollination (DAP), seed 10 DAP, embryo 25 DAP, and endosperm 25 DAP) tissues. Primary RNA-sequence transcriptome data from Wang et al. (2009); Li et al. (2010), and Davidson et al. (2011), obtained from qTeller (www.qteller.com). Absolute accumulation is shown as log10-transformed expression values (counts; log-transformed). Relative transcript accumulation across treatments is shown as standardized deviations (Z-score) from the transcript mean expression value. Gene order follows that of the phylogenetic tree in Figure 1.

### Accumulation of a subset of maize PAP transcripts responds to phosphate availability

To examine the link between transcriptional regulation of maize *Pap* genes and the P deprivation response, we generated root and leaf transcriptomes of young maize seedlings under P sufficient and limiting conditions and quantified *Pap* transcripts. Plants were grown for 21 days post-emergence in an inert sand substrate supplemented with either 1000 μM (P+) or 10 μM (P–) Pi (see Materials and Methods). At harvest, P- plants were chlorotic and markedly smaller than P+ plants, presenting necrosis toward the tips of the oldest leaves (Figure 4). 

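The sequenced libraries came from 4 conditions, root or leaf of B73 plants under +P or –P, with 2 biological replicates each. For each library the authors deposited the output of eXpress, which assigns reads that align to several transcripts in proportion to its estimate of each transcript's abundance. The output lists each maize transcript with its uniquely mapped reads, estimated counts, effective counts (estimated counts adjusted for the effective length of the transcript) and TPM. Effective counts were used here, rounded to whole numbers, as the paper names EdgeR on read counts from eXpress. Their total per library ranged from 4628478 to 26384309. The median total was 10082899 in +P root, 16294420 in –P root, 16369415 in +P leaf and 21629662 in –P leaf. The lowest total belonged to replicate 1 of +P root, for which Supplementary Table S3 of the paper gives an alignment rate of 26.31%. At these totals, 3 counts correspond to between 0.114 and 0.648 CPM (counts scaled to the library total), which is the counting limit alone. Uniquely mapped reads made up between 31.4% and 34.4% of the estimated counts of a library. The correlation between the 2 replicates of a condition was taken over transcripts above a minimum mean count. It used log2 CPM of rounded estimated counts, scaled to the total of those transcripts. It was 0.853 in +P root, 0.915 in –P root, 0.918 in +P leaf and 0.951 in –P leaf. After edgeR's filter on low counts, 48200 transcripts were tested. Of the 53 transcripts that Supplementary Table S4 lists for the 33 ZmPap genes, 35 from 27 genes passed this filter. P-values from edgeR's quasi-likelihood test were multiplied by 72, the number of putative transcripts that the paper gives for its Bonferroni correction, and are called adjusted p-values for the Pap family. With 2 replicates per condition, a permutation of labels in 1 tissue cannot reach 0.05.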

RNA was extracted from roots and leaves, and prepared for sequencing (see Materials and Methods). 

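Of the 33 primary ZmPap transcripts, 24 passed the filter on low counts. In leaf, 20 of these were higher under –P, 3 were lower and 1 was unchanged at almost no counts, and the median log2 fold change was 1.56, with quartiles of 0.35 and 3.42. Taken replicate by replicate, the leaf median was 1.30 and 1.65. In root, 18 were higher and 6 were lower, with a median log2 fold change of 0.39 and quartiles of -0.05 and 1.04. The root medians of the 2 replicates were 0.41 and 0.31. Among 10000 random lists of 24 transcripts with similar mean expression, the leaf median lay above 100% and the root median above 98.8%. The root share was 96.8% with uniquely mapped reads, 96.7% with thinned libraries and 100% over all tested Pap transcripts. The last counts several transcripts of some genes, and related Pap transcripts share reads. Members of the family are thus not independent, and these shares are ranks and not tests. The median of the random lists was -0.02 in leaf and 0.07 in root. Counting uniquely mapped reads moved the leaf median most, to 1.06 over the 18 transcripts with a value in that setting. This shift is larger than the SD of 0.25 between replicates. It mixes the change in counting with the change in the set of transcripts.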

Mapping of sequencing reads to maize *Pap* gene models revealed a broad trend toward greater transcript accumulation under P limitation (Figure 5). This trend was most marked in leaf tissue, with 11 *ZmPap* transcripts accumulating to significantly higher levels under P− than P+ (Figure 5; Supplemental Table S4). 

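In leaf, 9 Pap transcripts from 9 genes had an adjusted p-value for the Pap family under 0.05 in edgeR's quasi-likelihood test, and all were higher under –P. They were transcripts of ZmPap1c, ZmPap7c, ZmPap7d, ZmPap10, ZmPap13, ZmPap16, ZmPap21d, ZmPap24b and ZmPap30a. In root, 3 transcripts passed, and these belonged to ZmPap2b, ZmPap13 and ZmPap16. No Pap transcript was significantly lower in either tissue. At an unadjusted p-value under 0.05, 1 Pap transcript was lower in leaf and 0 were lower in root, while 21 were higher in leaf and 9 in root. The choice of test moved the leaf number most, to 16 transcripts with edgeR's likelihood ratio test. A test of the difference between the leaf and the root response passed the same threshold for 3 transcripts, those of ZmPap10, ZmPap13 and ZmPap16. The difference in log2 fold change, leaf minus root, was 2.23 for ZmPap10 (standard error 0.27, adjusted p = 0.00487) and 2.52 for ZmPap16 (standard error 0.41, adjusted p = 0.0323). It was 6.79 for the ZmPap13 transcript GRMZM2G134054_T02 (standard error 0.99, adjusted p = 0.00376), to which no read mapped uniquely. The difference did not pass for ZmPap16 with thinned libraries (adjusted p = 0.114) or a replicate block (adjusted p = 0.0787). It also did not pass for ZmPap16 with Benjamini-Hochberg adjustment over all tested transcripts (adjusted p = 0.0946). For ZmPap13, it did not pass with sums over genes (adjusted p = 0.140).

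**Figure D1:**
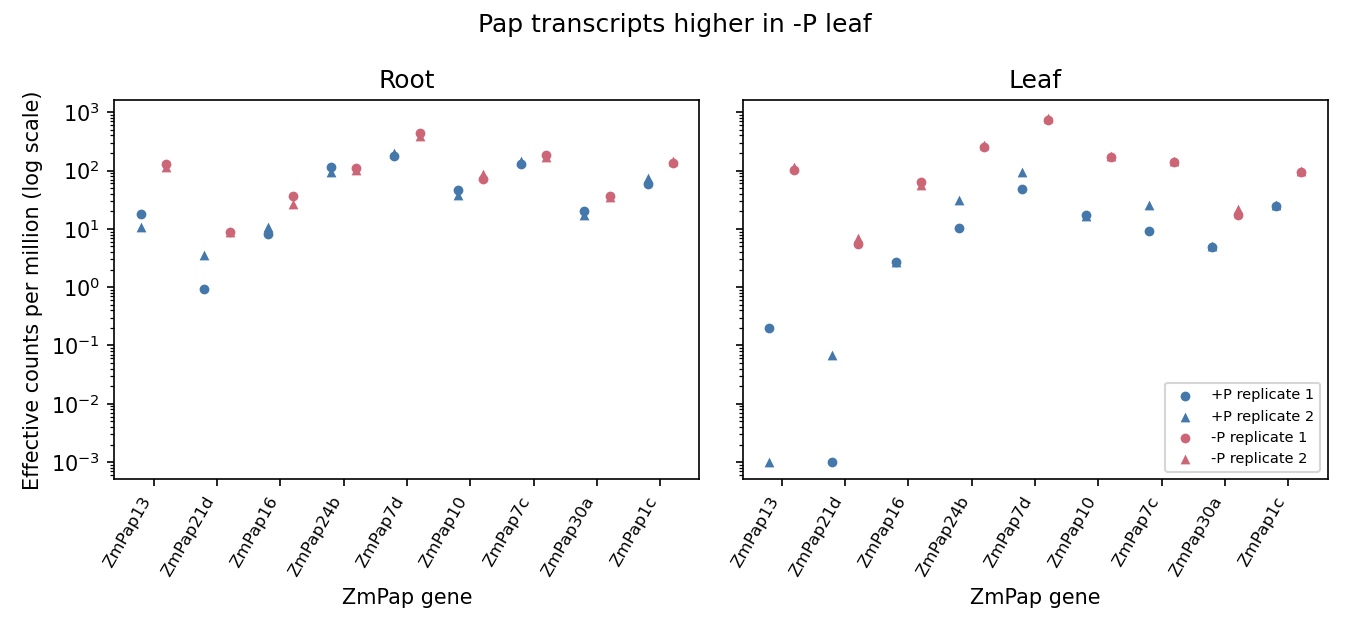
CPM (log scale) of the 9 Pap transcripts higher in –P leaf, in root and leaf, with 1 point per library; levels under 0.001 are drawn at 0.001. In leaf, both –P libraries lie above both +P libraries for each of the 9 transcripts.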

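ZmPap26 (AC211394.4_FGT004) had 67.7 ± 6.66 CPM (SD, n = 2) in +P leaf and 84.1 ± 5.29 CPM (SD, n = 2) in –P leaf. The log2 fold change in leaf was 0.22 (standard error 0.32), with an adjusted p-value of 1 in edgeR's quasi-likelihood test. In root, its level was 109 ± 56.7 CPM under +P and 60.2 ± 2.08 CPM under –P (SD, n = 2 each). The log2 fold change in root was -0.73 (standard error 0.32), again with an adjusted p-value of 1. The root value ranged from -1.16 to -0.14 when each library was left out in turn. All reads estimated for ZmPap26 mapped uniquely.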

As in the previous analysis of tissue and stage specific expression, transcripts of *ZmPap26* showed no significant difference in the level of accumulation between treatments, although the level of expression was relatively high (Figure 5; Supplemental Table S3). Transcripts encoded by the additional subgroup Ia-2 members *ZmPap10* and *ZmPap30a* were among those found to accumulate to higher levels under P-, consistent with an important role for this group under P deprivation (Figure 5; Supplemental Table S4). 

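Leaf levels of ZmPap10 (GRMZM2G093101_T01) were 17.0 ± 0.548 CPM under +P and 174 ± 7.58 CPM under –P (SD, n = 2 each). This is a log2 fold change of 3.26 (standard error 0.19, adjusted p = 5.77e-05 from edgeR's quasi-likelihood test). Leaf levels of ZmPap30a (GRMZM2G073860_T01) were 4.93 ± 0.163 CPM under +P and 19.4 ± 3.07 CPM under –P (SD, n = 2 each), a log2 fold change of 1.89 (standard error 0.24, adjusted p = 0.00791). When each library was left out in turn, the leaf value stayed between 3.14 and 3.31 for ZmPap10 and between 1.69 and 1.99 for ZmPap30a. Of the reads estimated for the transcript, 64.7% mapped uniquely for ZmPap10 and 57.2% for ZmPap30a. From the higher accumulation of these transcripts under –P, the paper proposes an important role for subgroup Ia-2 under P deprivation.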

Transcripts of *ZmPap30b*, the final member of subgroup Ia-2, were not detected in seedling roots or leaves under either P regime, consistent with the previous tissue- and stage- specific analysis. 

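The transcript of ZmPap30b (GRMZM2G077466_T01) had 0 uniquely mapped reads and 0 effective counts in each of the 8 libraries. The smallest level that 3 counts can show was 0.648 CPM in replicate 1 of +P root and lay between 0.114 and 0.193 CPM in the other libraries. In all, 8 of the 53 ZmPap transcripts stayed under 1 effective count in all 8 libraries.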

Further transcripts accumulating to higher levels under P- included members of all the further maize *Pap* groups and subgroups (Figure 5; Supplemental Table S4).

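The 9 genes with a significant leaf increase fell into 6 of the 7 subgroups. These were 2 genes each in Ia-2, IIb and IIIb, and 1 gene each in Ib-1, Ib-2 and IIIa. In subgroup IIa, none of the 4 tested genes passed in leaf, and 1, ZmPap2b, passed in root. The leaf result depended on the setting. A ZmPap2b transcript passed in leaf with estimated counts (adjusted p = 0.0255) but not with a replicate block (adjusted p = 0.181), both from edgeR's quasi-likelihood test. ZmPap16 (GRMZM2G366607_T01, subgroup IIIa) rose in leaf from 2.73 ± 0.0143 to 60.05 ± 4.75 CPM (SD, n = 2 each), a log2 fold change of 4.36 (standard error 0.29, adjusted p = 0.000186 from edgeR's quasi-likelihood test). In root it rose from 9.39 ± 1.68 to 31.7 ± 7.55 CPM (SD, n = 2 each), a log2 fold change of 1.84 (standard error 0.28, adjusted p = 0.0273). With a replicate block in the model, the root value for ZmPap16 was 1.82 and no longer passed (adjusted p = 0.0763 from the same test). It also did not pass in a fit of only the 4 root libraries (adjusted p = 0.201) or when either –P leaf library was left out (adjusted p = 0.0849 and 0.0795).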

**Figure 4:**
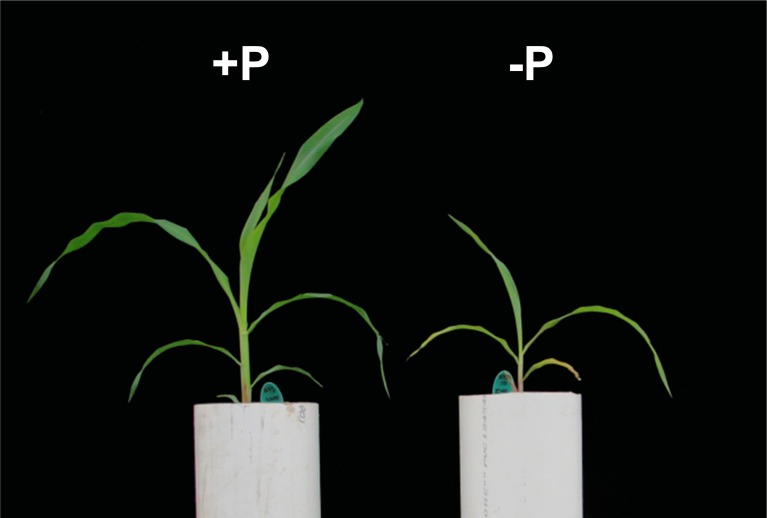
**Plant growth under P sufficient and P limiting conditions**. Maize plants (var. B73) were grown for 21-days post emergence in 9L of inert sand substrate. From day 10, plants were fertilized with Hoagland solution (Hoagland and Broyer, 1936) containing either 1000 μM (left; +P) or 10 μM (right; –P) Pi.

**Figure 5:**
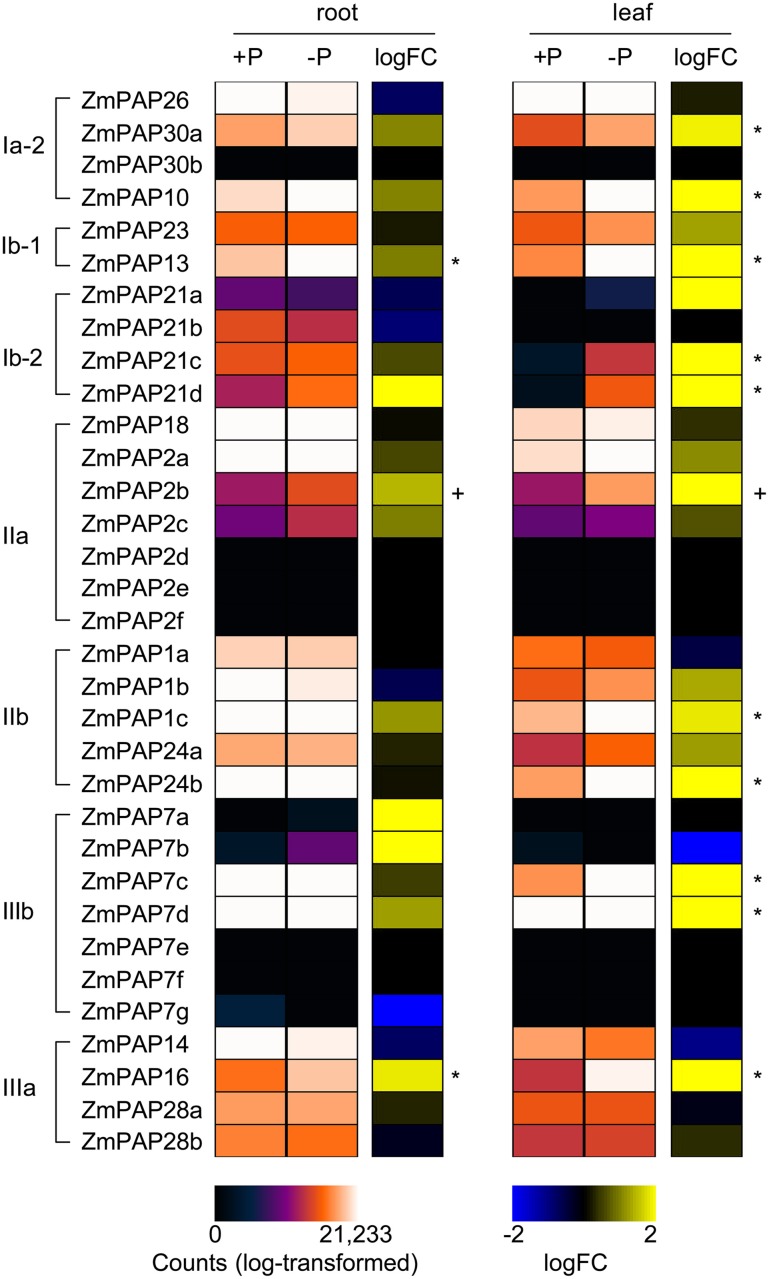
***ZmPap* transcript accumulation in response to low phosphate availability**. Heatmap representation of absolute (purple-red scale) and relative (logFC; blue-yellow scale) accumulation of maize *Pap* transcripts under P sufficiency (+P) and P limitation (–P) (see Materials and Methods). Transcript accumulation was assayed in roots (root) and leaves (leaf) of 21-day-old plants by analysis of RNA-sequence transcriptomes. Absolute accumulation is shown as log10-transformed expression values (counts; log-transformed). Accumulation in –P relative to +P is shown as log2 fold-change (logFC). Asterisks indicate transcripts accumulating differentially between P regimes in a given tissue type (adjusted *p*-value < 0.05). In the case of *ZmPap2b*, data corresponding to the differentially-accumulating secondary transcript GRMZM2G138756_T01, which encodes a protein lacking four of the five conserved blocks, is shown in place of the primary transcript, which did not respond to P availability (indicated “+”). Gene order is the same as in the phylogenetic tree in Figure 1. Quantitative data and statistical analysis are presented in Supplementary Table S4.

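The transcript GRMZM2G138756_T01 of ZmPap2b rose in root from 0.0021 ± 0.00297 to 13.2 ± 2.68 CPM (SD, n = 2 each), a log2 fold change of 10.33 (adjusted p = 0.0388 from edgeR's quasi-likelihood test). No standard error is given for this value, because almost no counts were assigned under +P. The root call did not hold with a replicate block (10.28, adjusted p = 0.124 from the same test) or when either –P leaf library was left out (adjusted p = 0.171 and 0.173). In leaf it rose from 0.161 ± 0.228 to 14.7 ± 0.338 CPM (SD, n = 2 each), a log2 fold change of 6.42 (standard error 1.02, adjusted p = 0.0607). This value ranged from 5.33 to 11.35 when a +P leaf library was left out. In leaf the transcript passed with estimated counts (adjusted p = 0.0255) and thinned libraries (adjusted p = 0.0226), both from the same test. It also passed without the filter on low counts and with DESeq2's Wald test. It did not pass with the size factors of DESeq2, a replicate block (adjusted p = 0.181) or only the 4 leaf libraries (adjusted p = 0.0541). Its primary transcript, GRMZM2G138756_T02, had a log2 fold change of 1.38 in root (standard error 0.93) and 3.05 in leaf (standard error 0.90), with an adjusted p-value of 1 in both tissues. Of the reads estimated for GRMZM2G138756_T01, 2.44% mapped uniquely, 19 reads over the 8 libraries, so its level rests on how eXpress divided reads shared with other transcripts. Summed over both transcripts, the gene had a log2 fold change of 3.04 in root (adjusted p = 0.136) and 3.81 in leaf (adjusted p = 0.0324).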

### Promoter regions of strongly P-regulated *ZmPap* genes contain multiple putative PHR1 binding regions

Transcriptional regulation during the plant P deficiency response is a complex process that requires integration of a number of signaling pathways (Rouached et al., 2010). Nonetheless, certain key regulators have been identified, including the MYB transcription factor PHOSPHATE STARVATION RESPONSE 1 (PHR1) first identified in *Chlamydomonas* (Wykoff et al., 1999) and subsequently found to be conserved in *Arabidopsis* (Rubio et al., 2001) and rice (Zhou et al., 2008). In maize, two candidate gene models have been identified to encode putative PHR orthologs (Calderon-Vazquez et al., 2011). PHR1 binds the promoter region of its targets at an imperfect palindromic sequence GNATATNC, defined as the PHR1 Binding Sequence (P1BS; (Rubio et al., 2001; Zhou et al., 2008). P1BS elements have been identified previously in genomic regions 5′ of *OsPAP* coding sequences, and transcripts encoded by the genes related with these elements are found to accumulate to higher levels in *OsPHR2* over-expressing plants (Zhang et al., 2011). To investigate the potential importance of PHR in the transcriptional regulation of maize *Pap* genes, we examined a region 2500 bp upstream of the translational start site of each *ZmPap* for the presence of candidate P1BS elements (Table 1). One or more P1BS elements were identified within 2500bp upstream of 19 of 33 *ZmPaps*. For 15 of these 19 *ZmPaps*, P1BS elements were identified within 1000 bp upstream. 

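Table 1 lists P1BS sequences for 19 genes and none for 14. Among the 27 genes with a tested transcript, 7 of the 16 with P1BS had a transcript significantly higher in –P leaf, as did 2 of the 11 without P1BS. The odds ratio was 3.50 (two-sided Fisher's exact test, p = 0.231). When either +P root library was left out of the fit, it was 12.9 and passed 0.05 (Fisher's exact test, p = 0.0183), and when either –P root library was left out, it was 6.00 (Fisher's exact test, p = 0.183). Among the genes whose transcript in Figure 5 was tested, the median leaf log2 fold change was 1.89 in 15 genes with P1BS and 0.36 in 9 without. These are relations across genes, and genes are not independent replicates. The exact test is 1 of 3 relations computed in this family, and its Benjamini-Hochberg adjusted p-value was 0.231. The other 2 had smaller p-values, and 0 of the 3 had a p-value under 0.05.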

A correlation was observed between the presence of P1BS elements and increased transcript accumulation under low P availability (Table 1; Figure 5). Four P1BS sites were found upstream of *ZmPap7d and ZmPap21c*, whose transcripts were strongly induced in response to low P. Similarly, two P1BS were present upstream of each of the genes *ZmPap10* and *ZmPap21d*, both encoding transcripts also induced under low P availability. 

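ZmPap7d (GRMZM2G152447_T01) rose in leaf from 71.1 ± 33.3 to 777 ± 40.0 CPM (SD, n = 2 each), a log2 fold change of 3.36 (standard error 0.33, adjusted p = 0.00223 from edgeR's quasi-likelihood test). Of its estimated reads, 2.00% mapped uniquely. ZmPap21c (GRMZM2G434170_T01) rose in leaf from 0.0752 ± 0.106 to 2.84 ± 0.58 CPM (SD, n = 2 each). Its log2 fold change was 5.30 (standard error 1.06) and did not pass the threshold (adjusted p = 0.0724 from the same test). ZmPap21d (GRMZM5G881649_T01) rose from 0.0348 ± 0.0492 to 6.16 ± 1.03 CPM (SD, n = 2 each), with a log2 fold change of 7.33 (adjusted p = 0.0231 from the same test). This call did not hold with thinned libraries (adjusted p = 0.0551) or when either –P root library was left out (adjusted p = 0.0745 and 0.0752). Levels of both genes in +P leaf lay under the smallest level that 3 counts can show. Their fold changes varied when a +P leaf library was left out, from 4.24 to 8.98 for ZmPap21c and from 6.52 to 10.07 for ZmPap21d. Uniquely mapped reads made up 8.45% of the estimated reads of ZmPap21c and 7.38% of those of ZmPap21d.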

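ZmPap24b (GRMZM2G136453_T01) had 20.9 ± 15.1 CPM in +P leaf and 265 ± 10.6 CPM in –P leaf (SD, n = 2 each). The log2 fold change was 3.58 (standard error 0.45, adjusted p = 0.0119 from edgeR's quasi-likelihood test). Fitted with only the 4 leaf libraries, it was 3.57 and did not pass (adjusted p = 0.0585 from the same test). In root, the level was 104 ± 16.3 CPM under +P and 107 ± 7.99 CPM under –P (SD, n = 2 each). The root log2 fold change was 0.14 (standard error 0.45), and its sign changed with uniquely mapped reads, to -0.10. The difference between the leaf and the root response, 3.44 (standard error 0.64), did not pass the threshold (adjusted p = 0.0805). Of the reads estimated for ZmPap24b, 95.5% mapped uniquely.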

The gene *ZmPap24b* was remarkable for a strong increase in transcript accumulation under low P, but absence of upstream P1BS sites. In certain instances, pairs of genes encoding closely related proteins differed in both the presence of P1BS and the pattern of transcript accumulation. For example, a P1BS sequence present proximal to the ATG (−256 bp) in *ZmPap30a* is absent from the closely related sequence *ZmPap30b;* accumulation of *ZmPap30a* transcripts was increased under low P in both roots and shoots, while no reads aligning to *ZmPap30b* transcripts could be detected in our transcriptome data (Supplementary Table S4).

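In root, transcripts of ZmPap30a were at 18.7 ± 2.01 CPM under +P and 35.9 ± 0.92 CPM under –P (SD, n = 2 each). The log2 fold change in root was 1.05 (standard error 0.24). This rise was larger than the spread between replicates but did not pass the threshold of the Pap family (adjusted p = 0.224 from edgeR's quasi-likelihood test). The difference between the leaf and the root response was 0.84 (standard error 0.34, adjusted p = 1).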

### PAP encoding genes co-localize with genetically mapped AP loci

A number of studies have been conducted previously to map the genetic basis of variation in the maize P deficiency response, including the secretion of AP activity to the soil under low P availability (for example, Zhu et al., 2005b, 2006; Chen et al., 2008). Efforts to quantitatively map maize tolerance to low P have recently been summarized by a meta-analysis that identified 23 consensus QTL (cQTL; Zhang et al., 2014). To investigate a possible link between maize *Pap* genes, known AP loci and reported cQTL, we mapped the maize *Pap* genes onto the maize physical map (Figure 6). Maize *Pap* loci were located on all 10 chromosomes. The *ZmPap26* locus was found to co-localize with the interval on chromosome 9 defined by the genetic position of the isozyme locus *Ap1* (Efron, 1971, 1973). Similarly, the locus *ZmPap13* co-localizes with the isozyme locus *Ap4* in the telomeric region of the long-arm of chromosome 1 (Kahler, 1983). The authors of the cQTL analysis noted previously the co-localization of *ZmPap21b* (GRMZM5G831009) with a cQTL on chromosome 10 (Figure 5; Zhang et al., 2014). We identified five further *ZmPap* genes to be within or close to cQTL intervals identified by Zhang et al.: *ZmPap7d*, *ZmPap7c* (cQTL1-2); *ZmPap7e*, *ZmPap24a* (cQTL2-3); *ZmPap7g* (cQTL5-3).

**Figure 6:**
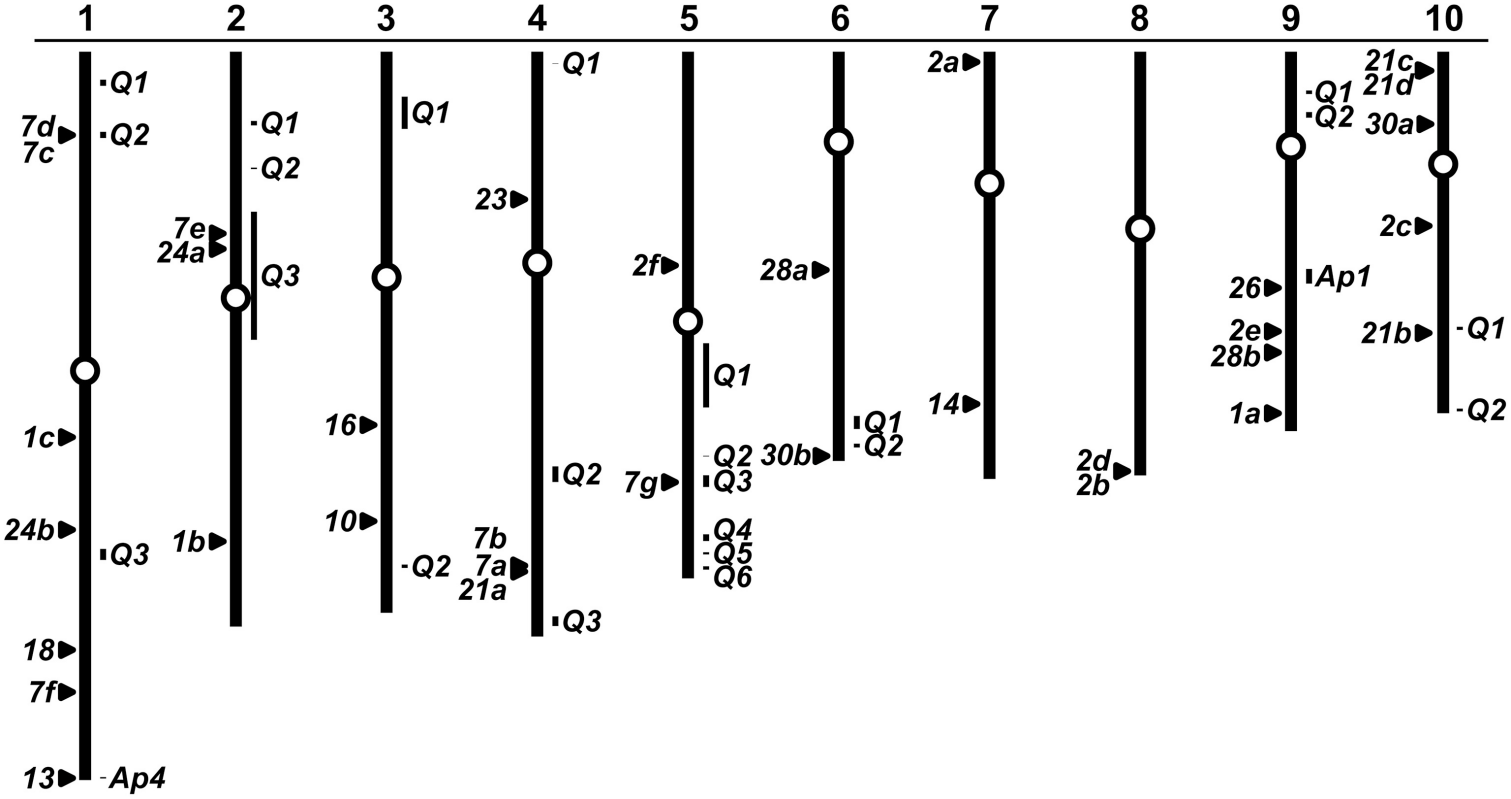
**Genomic location of *ZmPap* genes**. Physical map of the 10 chromosomes of maize (re-drawn from www.maizesequence.org) indicating the position of *ZmPap* genes (numbered filled triangles to the left of the chromosomes). Bars (to the right of the chromosomes) indicate approximate physical positions of the genetically mapped loci *AP1* and *AP4* (AP; maizegdb.org; Efron, 1971; Kahler, 1983) and consensus QTL (cQTL) for low P tolerance (Q numbers refer to cQTL presented in Zhang et al., 2014). Unfilled circles represent centromeres. Where multiple *ZmPap* loci lie in close proximity, triangles have been slightly displaced or labeled with multiple gene names.

## Discussion

The maize (*Zea mays* ssp. *mays* var. B73) genome was found to contain 33 putative PAP encoding genes, a number marginally higher than that identified in the *Arabidopsis* and rice genomes (Li et al., 2002), and comparable to that of soybean (Li et al., 2012). All three PAP groups described previously in *Arabidopsis* (Li et al., 2002) were present in maize although, in common with rice and soybean, the subgroup Ia-1 was found to be absent (Figure 1; Li et al., 2002, 2012). The *Arabidopsis* subgroup Ia-1 consists of five members (*AtPAP11*, *AtPAP19*, *AtPAP6* and *AtPAP25*) encoding oligomeric high-molecular-weight PAPs (Li et al., 2002). AtPAP25 is exclusively synthesized under conditions of low P availability and has been hypothesized to function as a phosphoprotein phosphatase (Del Vecchio et al., 2014). The significance of the absence of the *Arabidopsis* subgroup Ia-1 in other plant species is not evident at this time. In contrast to the absence of subgroups Ia-1, the subgroup Ia-2 was found to be expanded in maize, notably by the presence of a distinct pair of proteins that, in our analysis, were identified only in grass species, being absent from both *Arabidopsis* and canola (Figure 2). In *Arabidopsis*, subgroup Ia-2 has been identified to play a key role in the P deprivation response (Li et al., 2002; Tran et al., 2010b; Wang et al., 2011). In maize, accumulation of transcripts encoding the subgroup Ia-2 PAPs was induced in seedling roots and leaves under low P availability (Figure 5), consistent with a role under P deprivation. 

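In root, ZmPap10 had 42.1 ± 5.80 CPM under +P and 80.5 ± 11.4 CPM under –P (SD, n = 2 each). Its log2 fold change in root was 1.03 (standard error 0.19, adjusted p = 0.0656 from edgeR's quasi-likelihood test), so none of the subgroup Ia-2 transcripts passed the threshold in root. With DESeq2's Wald test in place of edgeR's, the root value for ZmPap10 was 0.98 and passed (adjusted p = 0.000882). It also passed with edgeR's likelihood ratio test (adjusted p = 0.00294) and exact test (adjusted p = 0.00315). With the quasi-likelihood test, it did not pass with estimated counts (adjusted p = 0.105) or uniquely mapped reads (adjusted p = 0.0617). Over the 3 tested genes of the subgroup, the median log2 fold change was 1.89 in leaf and 1.03 in root.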

Interestingly, transcripts encoding *ZmPap30b* are largely restricted to male reproductive tissues, suggesting a specialized role for the ZmPAP30b protein.

Considering the gene family as a whole, maize *PAP* transcripts accumulate in all vegetative and reproductive tissues examined (Figure 3), as has been previously reported for *Arabidopsis PAPs* under standard growth conditions (Zhu et al., 2005a). A number of specific transcripts, encoding members of each of the PAP groups, were found to accumulate to higher levels under low P availability (Figure 5). It has been demonstrated previously, however, that AtPAP26, the major secreted AP activity in *Arabidopsis*, is regulated largely at the post-transcriptional level (Tran et al., 2010b) and it would be best to be cautious before inferring functional importance from patterns of transcript accumulation alone. Nonetheless, transcriptional regulation of diverse *ZmPap* family members by P availability suggests broad participation in the P deprivation response, possibly in a range of roles.

P re-mobilization during the growing season is an important determinant of PE. Furthermore, in part as a result of the confounding effects of PAE variation, PUE represents a relatively unexplored avenue for crop improvement (Rose et al., 2011; Veneklaas et al., 2012). Significantly, PAPs have been proposed to play a major role in the breakdown of P containing compounds in senescing leaves, facilitating re-mobilization of P to more active photosynthetic tissue (Gepstein et al., 2003; Robinson et al., 2012a; Shane et al., 2014). In maize, the leaf develops basipetally, generating a regular and continuous gradient of maturity from tip to base (Li et al., 2010), and, as a consequence, a potential gradient of P requirement and use. In light of this, we compared transcript accumulation data from whole P starved leaves with published transcriptomes prepared from different positions along the base-tip axis under standard growth conditions (Li et al., 2010). A number of *ZmPap* transcripts that showed differential accumulation between developing and mature leaves (Figure 3), have been reported to also exhibit differential transcript accumulation along the base-tip axis (Li et al., 2010; Sekhon et al., 2011). Notably, *ZmPap10* transcripts were reduced from base to tip, while accumulation of *ZmPap30a* transcripts was increased (Li et al., 2010).

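ZmPap1c (GRMZM2G315848_T01) rose in leaf from 25.4 ± 0.524 to 95.5 ± 2.26 CPM (SD, n = 2 each), a log2 fold change of 1.82 (standard error 0.21, adjusted p = 0.00396 from edgeR's quasi-likelihood test). In root it rose from 65.8 ± 11.0 to 140 ± 8.02 CPM (SD, n = 2 each). The root log2 fold change was 1.18 (standard error 0.21, adjusted p = 0.0533). It passed with uniquely mapped reads, at 1.40 (adjusted p = 0.00611 from the same test). Uniquely mapped reads made up 31.2% of the estimated reads of ZmPap1c.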

Among the transcripts accumulating to higher levels under low P availability are *ZmPap1c* and *ZmPap2b*, which encode two of six ZmPAPs predicted to be targeted to mitochondria, indicating a possible role in scavenging of reactive oxidative species or in the modulation of carbon metabolism (Li et al., 2008; Sun et al., 2012). Variation in sub-cellular localization has been reported also for PAPs in common bean, further indicating functional divergence (Liang et al., 2012). 

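ZmPap13 has transcripts GRMZM2G134054_T01 and GRMZM2G134054_T02. In leaf, T02 rose from 0.0984 ± 0.138 to 109 ± 8.46 CPM (SD, n = 2 each), a log2 fold change of 10.02 (standard error 0.90, adjusted p = 8.96e-05 from edgeR's quasi-likelihood test). Its mean level in +P leaf lay under the smallest level that 3 counts can show. The leaf fold change of T02 ranged from 8.93 to 14.23 when a +P leaf library was left out. In root, T02 rose from 14.4 ± 5.00 to 124 ± 10.6 CPM (SD, n = 2 each), a log2 fold change of 3.23 (standard error 0.40, adjusted p = 0.00961). The root call did not hold with sums over the transcripts of the gene (1.90, adjusted p = 0.0868 from the same test) or when either –P leaf library was left out (adjusted p = 0.0564 and 0.0573). No read mapped uniquely to T02, so its level rests on how eXpress divided shared reads. The primary transcript T01 rose in leaf from 13.1 ± 0.442 to 180 ± 5.95 CPM (SD, n = 2 each), a log2 fold change of 3.69 (standard error 0.60, adjusted p = 0.0602). Counted from uniquely mapped reads alone, the leaf value for T01 was 3.59 and passed the threshold (adjusted p = 5.93e-05 from the same test). In a fit of only the 4 leaf libraries it was 3.68 and passed (adjusted p = 0.000182). It did not pass with a replicate block (adjusted p = 0.0873) or the size factors of DESeq2 (adjusted p = 0.0533). Summed over the transcripts of the gene, the leaf value was 4.34 and passed (adjusted p = 0.000675 from the same test). For ZmPap7c (GRMZM2G152477_T01), the leaf log2 fold change was 2.96 (standard error 0.42, adjusted p = 0.0218). Of its estimated reads, 0.232% mapped uniquely, which is 35 reads over the 8 libraries. The call of ZmPap7c did not hold when any of the 4 root libraries was left out, or in a fit of only the 4 leaf libraries (adjusted p = 0.0926).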

Additional P-regulated transcripts included *ZmPap13*, part of the subgroup Ib-1 whose members have previously been implicated in P metabolism, Fe/Mn homeostasis, phytic acid breakdown and ascorbate biosynthesis, (Zhu et al., 2005a; Zhang et al., 2008; Kuang et al., 2009), and *ZmPap7c* and *ZmPap17d*, part of group IIIb that includes AtPAP17, a protein previously characterized to play a role in both P mobilization and metabolism of reactive oxygen species (Del Pozo et al., 1999). Notably, the accumulation of *ZmPap7c* in the leaves of plants grown under low P availability was the highest level observed for any transcript in this experiment. 

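In –P leaf, ZmPap7c was at 143 ± 6.20 CPM (SD, n = 2), which placed it 5 in order of level among the ZmPap transcripts. The highest level was that of the ZmPap7d transcript GRMZM2G152447_T01, 5.43 times that of ZmPap7c. The next was that of ZmPap24b, and the ratio of ZmPap7d to ZmPap24b was 2.93. ZmPap7d was also the highest with estimated counts, where this ratio was 3.24, and in the TPM of the authors, where it was 4.52. With uniquely mapped reads alone, ZmPap24b was the highest, 2.24 times the level of ZmPap10. These ratios exceed the spread between the 2 replicates, and few reads of ZmPap7c and ZmPap7d can be told apart from those of related transcripts.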

Collectively, these observations suggest a broader role for maize PAPs in cellular stress responses beyond P acquisition and remobilization.

Definition of the maize *Pap* family in the B73 reference inbred line provides the basis for future study of *Pap* diversity in further maize inbred lines, landraces and wild-relatives. The co-localization of the physical position of maize *PAP* genes and the genetically defined loci *Ap1* and *Ap4* suggests diversity of PAP sequence, and potentially post-translation modification, to be present in broader maize germplasm (Figure 6). Furthermore, co-localization of *ZmPap* genes with previously defined low-P tolerance cQTL is consistent with the presence of functionally important variation within the maize germplasm pool. The possibility that natural variation in *Pap* sequences presents a valuable resource for crop improvement merits further investigation.

## Concluding remarks

We have defined a family of 33 maize *Pap* genes which we predict, on the basis of transcript accumulation and similarity to proteins characterized in other plants, to be functionally diverse and to play a role in both the P deprivation response and more generally in maize stress responses and development. From what is known of the post-transcriptional regulation of PAPs in other plants, it is probable that the capacity for functional divergence is even greater than revealed by this first characterization. Furthermore, groups of closely related sequences present dramatically different patterns of transcript accumulation, illustrating a capacity for rapid adoption of new biological roles during the radiation of the maize *Pap* family. Ultimately, a more complete understanding of the roles of individual maize PAPs will require functional and biochemical analysis. Given the availability of a reference genome and the increasing availability of resources for reverse genetics, it is now feasible to conduct a functional genomics analysis of a maize gene family. On the basis of the characterization presented here, we have selected a number of candidate genes and initiated a program of reverse screening. We anticipate that functional characterization of maize PAPs will facilitate their use as direct targets of selection and manipulation, as well as valuable reporters of plant nutrient and stress status.

## Author contributions

EG and RC performed gene family identification and phylogenetic analyses. AA prepared plant material and sequencing libraries. LA, RC, and CA performed transcriptomic data analyses. EG, RC, SF, and RS designed the study and prepared the manuscript. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The maize (Zea mays ssp. mays var. B73) genome encodes 33 members of the purple acid phosphatase family
**Source:** Front Plant Sci. 2015 May 19;6:341. doi: 10.3389/fpls.2015.00341
**Supplement:** Supplementary file 1

The maize (Zea mays ssp. mays var. B73) genome encodes 33 members of the purple acid phosphatase family

Eliécer González-Muñoz, Aida-Odette Avendaño-Vázquez, Ricardo A. Chávez Montes, Stefan de Folter, Liliana Andrés-Hernández, Cei Abreu-Goodger and Ruairidh J. H. Sawers

Laboratorio Nacional de Genómica para la Biodiversidad (LANGEBIO), Centro de Investigación y de Estudios Avanzados del Instituto Politécnico Nacional (CINVESTAV-IPN), Irapuato C.P. 36821, Guanajuato, México.

TABLE S1: PAP Protein sequences and alignments used to construct Figures 1 and 2

#Sequences and alignment used for Figure 1

>AtPAP1

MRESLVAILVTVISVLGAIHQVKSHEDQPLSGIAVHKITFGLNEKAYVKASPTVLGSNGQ

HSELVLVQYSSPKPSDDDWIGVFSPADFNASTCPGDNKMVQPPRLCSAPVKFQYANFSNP

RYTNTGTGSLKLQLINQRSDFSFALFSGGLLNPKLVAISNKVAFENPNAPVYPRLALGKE

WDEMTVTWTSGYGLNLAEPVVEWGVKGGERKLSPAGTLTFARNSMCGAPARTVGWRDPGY

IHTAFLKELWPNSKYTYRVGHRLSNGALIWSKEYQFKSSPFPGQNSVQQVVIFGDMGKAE

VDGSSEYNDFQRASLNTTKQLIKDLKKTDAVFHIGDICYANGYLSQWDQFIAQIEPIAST

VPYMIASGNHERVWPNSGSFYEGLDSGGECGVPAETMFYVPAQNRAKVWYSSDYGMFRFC

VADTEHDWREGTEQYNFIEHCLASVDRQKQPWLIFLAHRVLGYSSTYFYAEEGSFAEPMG

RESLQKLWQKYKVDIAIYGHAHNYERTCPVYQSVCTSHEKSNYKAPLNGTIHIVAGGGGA

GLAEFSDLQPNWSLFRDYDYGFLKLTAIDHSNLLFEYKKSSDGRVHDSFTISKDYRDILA

CAVDSCPATTLAS

>AtPAP2

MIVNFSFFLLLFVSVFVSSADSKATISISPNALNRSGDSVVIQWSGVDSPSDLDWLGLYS

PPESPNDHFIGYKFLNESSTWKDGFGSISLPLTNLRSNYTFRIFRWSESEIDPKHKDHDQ

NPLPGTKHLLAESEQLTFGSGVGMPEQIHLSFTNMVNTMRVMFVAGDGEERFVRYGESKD

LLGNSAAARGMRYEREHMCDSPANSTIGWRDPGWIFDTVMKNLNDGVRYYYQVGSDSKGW

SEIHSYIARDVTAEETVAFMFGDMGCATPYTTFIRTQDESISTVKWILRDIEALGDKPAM

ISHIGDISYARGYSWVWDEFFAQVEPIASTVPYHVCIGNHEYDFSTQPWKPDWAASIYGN

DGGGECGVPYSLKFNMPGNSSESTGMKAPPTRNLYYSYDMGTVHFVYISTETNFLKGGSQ

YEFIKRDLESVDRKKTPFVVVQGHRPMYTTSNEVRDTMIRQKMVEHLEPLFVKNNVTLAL

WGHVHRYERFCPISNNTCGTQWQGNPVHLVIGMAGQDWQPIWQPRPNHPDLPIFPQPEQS

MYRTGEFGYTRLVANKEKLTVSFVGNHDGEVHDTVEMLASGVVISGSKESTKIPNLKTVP

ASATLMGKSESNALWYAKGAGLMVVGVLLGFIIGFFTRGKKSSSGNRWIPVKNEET

>AtPAP3

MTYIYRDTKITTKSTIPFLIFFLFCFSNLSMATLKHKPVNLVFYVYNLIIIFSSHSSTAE

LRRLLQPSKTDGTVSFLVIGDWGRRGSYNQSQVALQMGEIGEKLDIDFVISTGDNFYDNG

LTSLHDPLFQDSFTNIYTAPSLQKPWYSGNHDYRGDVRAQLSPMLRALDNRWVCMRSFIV

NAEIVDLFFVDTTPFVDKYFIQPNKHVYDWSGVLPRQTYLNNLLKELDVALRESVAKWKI

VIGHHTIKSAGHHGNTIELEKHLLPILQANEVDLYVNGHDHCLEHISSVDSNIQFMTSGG

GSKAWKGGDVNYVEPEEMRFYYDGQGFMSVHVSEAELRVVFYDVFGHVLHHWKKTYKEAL

YFAS

>AtPAP4

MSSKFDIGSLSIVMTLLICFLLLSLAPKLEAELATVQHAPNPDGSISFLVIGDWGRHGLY

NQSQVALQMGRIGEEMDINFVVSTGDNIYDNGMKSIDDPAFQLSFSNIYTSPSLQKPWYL

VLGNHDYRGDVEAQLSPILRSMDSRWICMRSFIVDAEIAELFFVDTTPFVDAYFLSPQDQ

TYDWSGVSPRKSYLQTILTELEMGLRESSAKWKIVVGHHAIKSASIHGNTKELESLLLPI

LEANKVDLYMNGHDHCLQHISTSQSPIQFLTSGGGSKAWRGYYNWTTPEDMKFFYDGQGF

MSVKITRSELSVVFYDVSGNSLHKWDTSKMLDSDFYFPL

>AtPAP5

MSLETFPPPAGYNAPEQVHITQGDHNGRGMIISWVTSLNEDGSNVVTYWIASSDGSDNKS

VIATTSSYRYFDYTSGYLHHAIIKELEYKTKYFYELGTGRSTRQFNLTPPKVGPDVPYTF

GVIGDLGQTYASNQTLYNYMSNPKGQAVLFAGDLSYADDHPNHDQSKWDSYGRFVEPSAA

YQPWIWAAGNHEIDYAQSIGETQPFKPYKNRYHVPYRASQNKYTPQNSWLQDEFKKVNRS

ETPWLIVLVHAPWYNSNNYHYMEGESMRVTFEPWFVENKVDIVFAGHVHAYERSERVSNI

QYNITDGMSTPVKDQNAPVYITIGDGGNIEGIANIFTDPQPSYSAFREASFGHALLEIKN

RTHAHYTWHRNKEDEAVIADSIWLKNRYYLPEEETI

>AtPAP6

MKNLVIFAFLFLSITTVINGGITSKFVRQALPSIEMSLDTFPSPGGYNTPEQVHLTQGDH

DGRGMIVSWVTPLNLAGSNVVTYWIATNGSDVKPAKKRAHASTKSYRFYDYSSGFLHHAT

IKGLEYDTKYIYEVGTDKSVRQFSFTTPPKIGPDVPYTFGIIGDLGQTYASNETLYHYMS

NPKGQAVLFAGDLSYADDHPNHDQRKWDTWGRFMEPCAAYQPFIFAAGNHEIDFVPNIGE

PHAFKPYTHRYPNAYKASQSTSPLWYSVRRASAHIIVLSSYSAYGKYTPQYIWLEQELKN

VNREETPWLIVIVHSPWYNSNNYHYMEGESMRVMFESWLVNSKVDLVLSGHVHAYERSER

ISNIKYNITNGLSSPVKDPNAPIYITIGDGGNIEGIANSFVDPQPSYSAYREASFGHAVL

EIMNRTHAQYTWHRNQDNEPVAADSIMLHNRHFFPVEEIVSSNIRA

>AtPAP7

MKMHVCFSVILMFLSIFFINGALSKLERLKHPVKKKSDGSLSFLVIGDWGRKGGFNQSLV

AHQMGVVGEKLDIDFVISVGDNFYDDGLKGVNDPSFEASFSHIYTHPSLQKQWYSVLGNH

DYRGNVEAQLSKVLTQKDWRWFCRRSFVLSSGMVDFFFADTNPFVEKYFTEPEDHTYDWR

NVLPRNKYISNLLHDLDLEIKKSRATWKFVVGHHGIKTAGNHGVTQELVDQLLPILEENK

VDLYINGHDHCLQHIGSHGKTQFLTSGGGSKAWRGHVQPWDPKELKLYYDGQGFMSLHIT

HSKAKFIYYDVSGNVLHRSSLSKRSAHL

>AtPAP8

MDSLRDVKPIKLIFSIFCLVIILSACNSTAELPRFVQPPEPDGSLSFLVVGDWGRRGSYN

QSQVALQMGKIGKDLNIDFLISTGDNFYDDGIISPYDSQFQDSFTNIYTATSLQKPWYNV

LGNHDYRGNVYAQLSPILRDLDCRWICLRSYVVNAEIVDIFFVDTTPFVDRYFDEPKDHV

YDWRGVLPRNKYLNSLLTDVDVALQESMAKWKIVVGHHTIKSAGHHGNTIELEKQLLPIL

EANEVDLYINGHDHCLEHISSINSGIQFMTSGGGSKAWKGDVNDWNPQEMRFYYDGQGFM

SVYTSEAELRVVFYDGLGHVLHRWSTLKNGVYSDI

>AtPAP9

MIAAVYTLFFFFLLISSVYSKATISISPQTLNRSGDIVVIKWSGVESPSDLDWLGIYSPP

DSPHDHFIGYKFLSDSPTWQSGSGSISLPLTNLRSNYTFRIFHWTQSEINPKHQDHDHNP

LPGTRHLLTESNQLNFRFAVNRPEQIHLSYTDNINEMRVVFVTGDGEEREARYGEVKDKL

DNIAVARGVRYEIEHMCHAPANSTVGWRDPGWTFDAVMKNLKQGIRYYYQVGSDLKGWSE

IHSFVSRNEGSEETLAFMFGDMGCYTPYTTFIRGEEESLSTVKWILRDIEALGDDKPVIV

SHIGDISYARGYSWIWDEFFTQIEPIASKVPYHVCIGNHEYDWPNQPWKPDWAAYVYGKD

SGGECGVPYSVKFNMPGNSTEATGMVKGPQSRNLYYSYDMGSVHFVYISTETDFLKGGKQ

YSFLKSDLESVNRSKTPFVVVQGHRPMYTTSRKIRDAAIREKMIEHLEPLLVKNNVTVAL

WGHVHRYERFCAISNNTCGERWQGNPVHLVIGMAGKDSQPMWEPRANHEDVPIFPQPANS

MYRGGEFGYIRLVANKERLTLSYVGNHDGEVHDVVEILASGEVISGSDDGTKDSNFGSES

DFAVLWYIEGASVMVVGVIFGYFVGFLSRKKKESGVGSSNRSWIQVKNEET

>AtPAP10

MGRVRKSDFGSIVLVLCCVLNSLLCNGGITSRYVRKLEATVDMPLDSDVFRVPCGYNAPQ

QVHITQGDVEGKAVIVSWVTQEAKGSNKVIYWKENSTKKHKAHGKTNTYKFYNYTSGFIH

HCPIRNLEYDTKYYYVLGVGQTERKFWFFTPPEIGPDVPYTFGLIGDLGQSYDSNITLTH

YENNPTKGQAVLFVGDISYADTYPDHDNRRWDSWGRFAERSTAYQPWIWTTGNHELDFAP

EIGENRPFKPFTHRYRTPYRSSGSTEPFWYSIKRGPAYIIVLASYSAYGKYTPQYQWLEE

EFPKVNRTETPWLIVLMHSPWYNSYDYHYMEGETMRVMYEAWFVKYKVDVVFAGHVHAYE

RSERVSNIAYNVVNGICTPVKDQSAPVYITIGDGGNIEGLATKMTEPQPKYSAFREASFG

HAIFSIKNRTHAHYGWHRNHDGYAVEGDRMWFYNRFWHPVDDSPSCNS

>AtPAP11

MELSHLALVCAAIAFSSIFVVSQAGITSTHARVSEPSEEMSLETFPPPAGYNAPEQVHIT

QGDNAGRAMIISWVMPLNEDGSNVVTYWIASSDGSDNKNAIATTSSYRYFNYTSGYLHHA

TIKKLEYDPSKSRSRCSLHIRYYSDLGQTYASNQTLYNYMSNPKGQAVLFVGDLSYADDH

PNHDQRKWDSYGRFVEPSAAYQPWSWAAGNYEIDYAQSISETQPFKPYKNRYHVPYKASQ

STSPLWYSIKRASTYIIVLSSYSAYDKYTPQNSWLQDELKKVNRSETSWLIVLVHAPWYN

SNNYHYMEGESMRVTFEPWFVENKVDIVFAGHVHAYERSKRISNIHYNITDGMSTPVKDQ

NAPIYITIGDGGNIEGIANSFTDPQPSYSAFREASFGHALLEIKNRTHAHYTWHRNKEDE

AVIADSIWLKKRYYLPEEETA

>AtPAP12

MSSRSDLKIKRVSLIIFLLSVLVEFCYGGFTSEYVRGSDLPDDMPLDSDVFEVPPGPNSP

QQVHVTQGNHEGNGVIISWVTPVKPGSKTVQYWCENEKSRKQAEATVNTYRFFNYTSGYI

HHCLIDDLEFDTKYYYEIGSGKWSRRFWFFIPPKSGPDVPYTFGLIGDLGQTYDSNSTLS

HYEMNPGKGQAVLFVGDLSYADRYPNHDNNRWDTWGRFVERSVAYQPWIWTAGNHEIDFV

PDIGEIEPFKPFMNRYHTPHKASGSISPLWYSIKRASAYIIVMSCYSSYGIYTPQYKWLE

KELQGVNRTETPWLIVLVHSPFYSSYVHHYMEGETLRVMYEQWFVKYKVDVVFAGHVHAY

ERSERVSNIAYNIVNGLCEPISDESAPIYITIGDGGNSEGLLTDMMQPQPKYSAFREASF

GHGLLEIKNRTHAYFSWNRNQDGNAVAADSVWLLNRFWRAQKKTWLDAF

>AtPAP13

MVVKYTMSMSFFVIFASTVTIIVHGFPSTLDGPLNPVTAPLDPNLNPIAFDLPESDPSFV

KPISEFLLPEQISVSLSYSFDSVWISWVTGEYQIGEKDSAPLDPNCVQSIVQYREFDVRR

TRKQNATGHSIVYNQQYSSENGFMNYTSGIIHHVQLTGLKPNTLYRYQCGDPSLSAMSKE

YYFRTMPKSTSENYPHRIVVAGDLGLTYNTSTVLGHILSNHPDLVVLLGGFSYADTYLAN

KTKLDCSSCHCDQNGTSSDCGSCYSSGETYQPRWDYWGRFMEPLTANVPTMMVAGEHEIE

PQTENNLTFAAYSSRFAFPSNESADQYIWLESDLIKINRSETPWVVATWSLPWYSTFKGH

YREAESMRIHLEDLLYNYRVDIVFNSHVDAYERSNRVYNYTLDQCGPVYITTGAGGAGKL

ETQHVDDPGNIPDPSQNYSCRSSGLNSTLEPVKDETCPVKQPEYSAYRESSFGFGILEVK

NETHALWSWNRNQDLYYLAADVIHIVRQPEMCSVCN

>AtPAP14

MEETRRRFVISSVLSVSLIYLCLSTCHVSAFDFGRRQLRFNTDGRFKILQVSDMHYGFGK

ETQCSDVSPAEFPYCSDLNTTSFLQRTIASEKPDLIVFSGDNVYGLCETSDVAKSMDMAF

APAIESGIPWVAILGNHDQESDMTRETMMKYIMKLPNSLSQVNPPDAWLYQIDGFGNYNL

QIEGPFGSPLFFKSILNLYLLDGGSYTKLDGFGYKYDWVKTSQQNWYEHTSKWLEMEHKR

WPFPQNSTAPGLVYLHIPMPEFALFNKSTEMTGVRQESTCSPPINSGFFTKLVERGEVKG

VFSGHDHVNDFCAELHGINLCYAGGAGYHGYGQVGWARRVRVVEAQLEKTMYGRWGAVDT

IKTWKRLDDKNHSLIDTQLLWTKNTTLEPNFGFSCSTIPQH

>AtPAP15

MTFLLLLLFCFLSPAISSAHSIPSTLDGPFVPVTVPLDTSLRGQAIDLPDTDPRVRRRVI

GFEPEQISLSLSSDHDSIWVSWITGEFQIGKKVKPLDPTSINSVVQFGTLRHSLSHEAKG

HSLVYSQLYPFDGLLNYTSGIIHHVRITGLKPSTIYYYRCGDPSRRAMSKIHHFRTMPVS

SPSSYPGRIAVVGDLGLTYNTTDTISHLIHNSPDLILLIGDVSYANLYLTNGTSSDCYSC

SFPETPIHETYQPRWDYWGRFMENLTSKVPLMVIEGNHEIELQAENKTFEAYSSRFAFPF

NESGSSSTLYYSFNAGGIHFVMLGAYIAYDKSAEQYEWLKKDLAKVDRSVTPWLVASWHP

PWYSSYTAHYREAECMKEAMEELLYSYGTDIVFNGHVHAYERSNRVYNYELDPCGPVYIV

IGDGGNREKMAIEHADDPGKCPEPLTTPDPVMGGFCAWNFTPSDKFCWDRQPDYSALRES

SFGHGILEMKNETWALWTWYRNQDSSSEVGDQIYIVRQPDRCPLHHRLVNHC

>AtPAP16

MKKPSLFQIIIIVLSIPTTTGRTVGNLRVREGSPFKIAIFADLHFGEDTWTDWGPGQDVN

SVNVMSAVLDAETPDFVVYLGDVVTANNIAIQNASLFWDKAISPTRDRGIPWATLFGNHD

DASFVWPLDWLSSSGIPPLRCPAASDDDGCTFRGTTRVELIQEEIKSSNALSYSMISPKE

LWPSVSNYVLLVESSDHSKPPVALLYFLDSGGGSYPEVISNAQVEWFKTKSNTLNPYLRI

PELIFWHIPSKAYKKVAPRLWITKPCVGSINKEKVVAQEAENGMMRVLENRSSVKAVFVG

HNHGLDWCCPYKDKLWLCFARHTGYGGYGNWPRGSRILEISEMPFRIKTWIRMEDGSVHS

EVNLTYD

>AtPAP17

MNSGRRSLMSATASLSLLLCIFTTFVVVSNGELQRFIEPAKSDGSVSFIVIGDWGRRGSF

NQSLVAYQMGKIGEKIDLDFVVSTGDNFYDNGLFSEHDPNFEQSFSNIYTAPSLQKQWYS

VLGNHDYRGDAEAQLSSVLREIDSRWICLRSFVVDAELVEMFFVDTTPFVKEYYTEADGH

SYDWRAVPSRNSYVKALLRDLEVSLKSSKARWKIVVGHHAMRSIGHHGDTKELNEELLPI

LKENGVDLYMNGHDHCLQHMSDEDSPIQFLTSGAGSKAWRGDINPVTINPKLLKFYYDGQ

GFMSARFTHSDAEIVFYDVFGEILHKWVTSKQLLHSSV

>AtPAP18

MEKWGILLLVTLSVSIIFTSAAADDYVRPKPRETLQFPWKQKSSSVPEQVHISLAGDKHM

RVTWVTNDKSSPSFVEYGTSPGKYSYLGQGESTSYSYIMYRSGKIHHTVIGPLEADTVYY

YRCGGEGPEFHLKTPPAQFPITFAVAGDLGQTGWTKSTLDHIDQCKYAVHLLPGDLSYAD

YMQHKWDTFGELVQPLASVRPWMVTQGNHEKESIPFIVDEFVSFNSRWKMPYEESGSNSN

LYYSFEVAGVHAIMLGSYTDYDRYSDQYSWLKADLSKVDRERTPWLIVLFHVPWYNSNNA

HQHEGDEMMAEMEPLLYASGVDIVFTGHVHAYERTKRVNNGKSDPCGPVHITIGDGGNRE

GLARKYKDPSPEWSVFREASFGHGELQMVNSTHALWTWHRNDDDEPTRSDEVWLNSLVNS

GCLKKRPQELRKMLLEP

>AtPAP19

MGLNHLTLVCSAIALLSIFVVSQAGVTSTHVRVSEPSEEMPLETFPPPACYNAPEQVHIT

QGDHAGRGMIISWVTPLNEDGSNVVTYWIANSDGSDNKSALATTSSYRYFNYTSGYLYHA

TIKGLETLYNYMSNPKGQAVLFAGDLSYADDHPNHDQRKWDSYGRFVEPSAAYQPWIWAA

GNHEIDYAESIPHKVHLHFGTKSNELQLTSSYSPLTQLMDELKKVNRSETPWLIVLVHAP

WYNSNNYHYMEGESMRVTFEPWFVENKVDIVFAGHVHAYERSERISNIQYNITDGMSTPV

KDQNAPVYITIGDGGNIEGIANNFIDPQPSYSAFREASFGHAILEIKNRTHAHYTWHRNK

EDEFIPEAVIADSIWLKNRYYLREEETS

>AtPAP20

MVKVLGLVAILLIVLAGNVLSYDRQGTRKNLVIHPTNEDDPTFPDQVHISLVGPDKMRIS

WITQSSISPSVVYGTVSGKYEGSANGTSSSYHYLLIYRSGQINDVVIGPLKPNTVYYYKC

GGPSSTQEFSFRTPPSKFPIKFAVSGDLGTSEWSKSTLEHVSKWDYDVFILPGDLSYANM

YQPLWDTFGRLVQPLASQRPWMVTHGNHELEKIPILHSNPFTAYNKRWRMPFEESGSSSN

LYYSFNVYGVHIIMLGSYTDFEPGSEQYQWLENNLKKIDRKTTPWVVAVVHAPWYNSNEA

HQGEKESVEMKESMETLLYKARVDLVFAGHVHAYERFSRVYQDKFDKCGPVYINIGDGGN

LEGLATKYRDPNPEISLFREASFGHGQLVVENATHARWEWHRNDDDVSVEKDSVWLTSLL

ADSSCKI

>AtPAP21

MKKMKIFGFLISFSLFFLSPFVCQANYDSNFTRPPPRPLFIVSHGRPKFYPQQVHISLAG

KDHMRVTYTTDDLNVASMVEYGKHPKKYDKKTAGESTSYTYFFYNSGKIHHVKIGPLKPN

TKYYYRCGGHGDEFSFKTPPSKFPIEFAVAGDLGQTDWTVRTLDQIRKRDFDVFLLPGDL

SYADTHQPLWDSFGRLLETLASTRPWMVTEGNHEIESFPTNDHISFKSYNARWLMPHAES

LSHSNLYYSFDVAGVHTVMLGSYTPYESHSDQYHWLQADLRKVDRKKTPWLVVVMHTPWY

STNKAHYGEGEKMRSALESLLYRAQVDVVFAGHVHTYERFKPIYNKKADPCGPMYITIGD

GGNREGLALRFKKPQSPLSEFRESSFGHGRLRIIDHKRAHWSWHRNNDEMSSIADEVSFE

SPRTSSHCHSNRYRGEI

>AtPAP22

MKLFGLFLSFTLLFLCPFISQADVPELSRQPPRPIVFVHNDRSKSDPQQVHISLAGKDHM

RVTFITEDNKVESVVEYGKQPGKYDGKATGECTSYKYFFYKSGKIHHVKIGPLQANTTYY

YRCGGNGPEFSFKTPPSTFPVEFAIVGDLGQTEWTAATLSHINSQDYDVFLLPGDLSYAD

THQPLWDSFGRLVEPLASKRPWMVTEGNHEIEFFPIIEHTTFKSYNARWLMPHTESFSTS

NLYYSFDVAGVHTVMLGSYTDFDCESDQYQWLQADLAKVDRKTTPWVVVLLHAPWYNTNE

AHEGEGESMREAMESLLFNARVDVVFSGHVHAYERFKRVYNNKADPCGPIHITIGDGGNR

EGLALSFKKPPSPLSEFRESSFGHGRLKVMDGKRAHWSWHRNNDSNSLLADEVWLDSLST

SSSCWPSSRSNDEL

>AtPAP23

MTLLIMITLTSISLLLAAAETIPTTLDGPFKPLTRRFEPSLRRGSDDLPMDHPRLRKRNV

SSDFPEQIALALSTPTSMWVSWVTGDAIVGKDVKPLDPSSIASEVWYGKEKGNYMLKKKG

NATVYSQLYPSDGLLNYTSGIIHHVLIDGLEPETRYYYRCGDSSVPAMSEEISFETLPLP

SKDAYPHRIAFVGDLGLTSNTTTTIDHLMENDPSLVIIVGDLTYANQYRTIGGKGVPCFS

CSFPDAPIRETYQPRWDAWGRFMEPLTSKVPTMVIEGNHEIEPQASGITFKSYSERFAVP

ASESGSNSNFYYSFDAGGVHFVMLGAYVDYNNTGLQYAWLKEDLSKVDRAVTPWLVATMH

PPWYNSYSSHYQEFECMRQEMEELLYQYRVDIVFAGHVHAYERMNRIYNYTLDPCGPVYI

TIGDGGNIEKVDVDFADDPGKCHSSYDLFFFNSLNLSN

>AtPAP24

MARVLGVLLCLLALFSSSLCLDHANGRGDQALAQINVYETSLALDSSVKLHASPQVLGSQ

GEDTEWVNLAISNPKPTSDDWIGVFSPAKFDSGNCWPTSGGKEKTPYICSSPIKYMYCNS

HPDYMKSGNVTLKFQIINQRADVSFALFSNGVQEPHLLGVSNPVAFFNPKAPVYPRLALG

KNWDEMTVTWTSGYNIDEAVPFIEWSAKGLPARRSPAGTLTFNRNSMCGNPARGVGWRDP

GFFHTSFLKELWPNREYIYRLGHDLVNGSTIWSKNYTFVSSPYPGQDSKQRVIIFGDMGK

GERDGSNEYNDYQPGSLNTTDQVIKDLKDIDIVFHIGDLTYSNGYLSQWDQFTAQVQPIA

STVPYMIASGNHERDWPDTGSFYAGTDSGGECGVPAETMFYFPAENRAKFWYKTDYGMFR

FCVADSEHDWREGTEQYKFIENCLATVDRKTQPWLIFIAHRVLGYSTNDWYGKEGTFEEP

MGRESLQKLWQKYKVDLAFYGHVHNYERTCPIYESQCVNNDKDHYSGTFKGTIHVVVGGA

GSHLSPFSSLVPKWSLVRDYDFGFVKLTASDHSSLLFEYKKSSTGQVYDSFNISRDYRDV

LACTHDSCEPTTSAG

>AtPAP25

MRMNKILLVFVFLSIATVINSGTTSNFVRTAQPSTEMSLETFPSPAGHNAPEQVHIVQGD

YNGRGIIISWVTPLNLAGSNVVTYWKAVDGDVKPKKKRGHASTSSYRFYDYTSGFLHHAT

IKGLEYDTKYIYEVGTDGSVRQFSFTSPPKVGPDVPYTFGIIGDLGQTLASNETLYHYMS

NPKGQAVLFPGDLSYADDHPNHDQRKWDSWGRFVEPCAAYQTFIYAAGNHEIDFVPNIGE

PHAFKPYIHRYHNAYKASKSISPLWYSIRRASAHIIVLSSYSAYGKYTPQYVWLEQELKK

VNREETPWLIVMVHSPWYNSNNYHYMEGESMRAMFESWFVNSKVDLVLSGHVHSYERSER

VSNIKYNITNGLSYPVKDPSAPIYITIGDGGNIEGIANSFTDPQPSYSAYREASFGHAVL

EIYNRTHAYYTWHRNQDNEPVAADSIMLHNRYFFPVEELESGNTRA

>AtPAP26

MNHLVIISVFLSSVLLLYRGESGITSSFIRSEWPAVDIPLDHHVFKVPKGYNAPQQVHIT

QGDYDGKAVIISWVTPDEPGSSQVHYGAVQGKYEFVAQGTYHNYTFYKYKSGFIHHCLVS

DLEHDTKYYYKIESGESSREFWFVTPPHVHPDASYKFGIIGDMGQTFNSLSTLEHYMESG

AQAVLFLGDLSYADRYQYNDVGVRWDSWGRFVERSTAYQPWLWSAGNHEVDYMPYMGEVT

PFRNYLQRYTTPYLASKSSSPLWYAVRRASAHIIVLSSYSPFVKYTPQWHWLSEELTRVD

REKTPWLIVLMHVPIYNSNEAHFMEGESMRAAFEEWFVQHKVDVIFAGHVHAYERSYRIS

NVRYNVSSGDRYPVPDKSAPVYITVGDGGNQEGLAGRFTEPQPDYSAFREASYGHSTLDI

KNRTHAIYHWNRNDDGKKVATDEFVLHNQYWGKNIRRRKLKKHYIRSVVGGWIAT

>AtPAP27

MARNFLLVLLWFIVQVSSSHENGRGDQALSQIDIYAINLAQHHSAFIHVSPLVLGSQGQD

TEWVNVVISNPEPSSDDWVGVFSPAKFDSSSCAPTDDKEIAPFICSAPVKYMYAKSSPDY

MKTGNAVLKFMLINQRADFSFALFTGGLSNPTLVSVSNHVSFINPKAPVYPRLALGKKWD

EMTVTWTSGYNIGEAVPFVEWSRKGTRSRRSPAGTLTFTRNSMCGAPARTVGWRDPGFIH

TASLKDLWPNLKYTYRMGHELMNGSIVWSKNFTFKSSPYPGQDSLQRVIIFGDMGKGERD

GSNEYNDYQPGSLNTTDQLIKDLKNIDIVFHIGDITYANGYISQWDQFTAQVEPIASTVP

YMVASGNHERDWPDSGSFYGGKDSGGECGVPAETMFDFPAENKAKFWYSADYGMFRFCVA

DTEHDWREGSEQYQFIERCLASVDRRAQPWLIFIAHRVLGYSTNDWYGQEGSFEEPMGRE

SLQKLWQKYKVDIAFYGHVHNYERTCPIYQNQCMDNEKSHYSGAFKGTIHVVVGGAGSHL

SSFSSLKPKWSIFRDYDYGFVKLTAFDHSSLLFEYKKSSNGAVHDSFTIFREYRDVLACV

RDSCEPTTLAS

>AtPAP28

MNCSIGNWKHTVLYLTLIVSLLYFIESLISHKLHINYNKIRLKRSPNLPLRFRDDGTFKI

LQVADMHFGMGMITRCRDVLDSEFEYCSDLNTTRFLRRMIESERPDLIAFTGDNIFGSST

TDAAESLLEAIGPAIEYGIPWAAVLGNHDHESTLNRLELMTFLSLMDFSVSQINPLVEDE

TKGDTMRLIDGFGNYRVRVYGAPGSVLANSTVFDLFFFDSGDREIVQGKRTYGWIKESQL

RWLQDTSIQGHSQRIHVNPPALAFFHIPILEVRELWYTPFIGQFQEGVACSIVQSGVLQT

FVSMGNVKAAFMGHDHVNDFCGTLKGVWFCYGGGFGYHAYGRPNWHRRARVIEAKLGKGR

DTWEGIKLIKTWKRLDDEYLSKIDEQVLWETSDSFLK

>AtPAP29

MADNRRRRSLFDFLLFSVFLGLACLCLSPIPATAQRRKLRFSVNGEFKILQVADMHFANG

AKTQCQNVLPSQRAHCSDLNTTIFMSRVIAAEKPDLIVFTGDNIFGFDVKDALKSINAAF

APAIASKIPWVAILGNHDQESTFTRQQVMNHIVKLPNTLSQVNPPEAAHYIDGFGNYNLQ

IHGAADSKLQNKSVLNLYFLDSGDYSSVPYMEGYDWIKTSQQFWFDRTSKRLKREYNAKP

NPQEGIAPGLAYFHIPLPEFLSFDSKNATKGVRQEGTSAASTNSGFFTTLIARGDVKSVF

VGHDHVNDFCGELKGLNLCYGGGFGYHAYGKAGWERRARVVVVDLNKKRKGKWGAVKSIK

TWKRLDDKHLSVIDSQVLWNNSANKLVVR

>ZmPAP26 (AC211394.4_FGP004)

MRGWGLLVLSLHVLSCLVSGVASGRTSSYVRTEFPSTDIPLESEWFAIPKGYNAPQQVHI

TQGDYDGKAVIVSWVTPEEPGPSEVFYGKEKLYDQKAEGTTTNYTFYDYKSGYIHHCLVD

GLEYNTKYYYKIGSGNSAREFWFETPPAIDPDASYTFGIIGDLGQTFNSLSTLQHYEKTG

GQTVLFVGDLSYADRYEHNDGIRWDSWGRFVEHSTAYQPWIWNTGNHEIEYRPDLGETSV

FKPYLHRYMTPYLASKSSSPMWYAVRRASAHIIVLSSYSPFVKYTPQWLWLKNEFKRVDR

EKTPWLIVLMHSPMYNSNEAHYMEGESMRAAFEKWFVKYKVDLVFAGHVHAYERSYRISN

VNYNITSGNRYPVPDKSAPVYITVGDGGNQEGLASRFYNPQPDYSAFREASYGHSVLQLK

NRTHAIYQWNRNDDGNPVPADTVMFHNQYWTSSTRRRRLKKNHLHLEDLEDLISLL

>ZmPAP10 (GRMZM2G093101_P01)

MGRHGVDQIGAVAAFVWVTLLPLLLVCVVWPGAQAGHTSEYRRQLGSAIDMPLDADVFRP

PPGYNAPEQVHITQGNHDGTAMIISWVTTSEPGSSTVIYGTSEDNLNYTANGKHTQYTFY

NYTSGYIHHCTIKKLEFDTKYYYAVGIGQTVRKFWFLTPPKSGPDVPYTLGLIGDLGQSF

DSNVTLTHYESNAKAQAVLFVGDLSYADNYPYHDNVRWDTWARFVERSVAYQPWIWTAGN

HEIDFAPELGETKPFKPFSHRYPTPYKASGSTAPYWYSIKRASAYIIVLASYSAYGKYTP

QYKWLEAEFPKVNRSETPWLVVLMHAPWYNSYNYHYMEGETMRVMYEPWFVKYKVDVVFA

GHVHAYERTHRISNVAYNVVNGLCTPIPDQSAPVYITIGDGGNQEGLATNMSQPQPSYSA

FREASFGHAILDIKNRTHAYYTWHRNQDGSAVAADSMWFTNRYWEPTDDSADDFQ

>ZmPAP30a (GRMZM2G073860_P01)

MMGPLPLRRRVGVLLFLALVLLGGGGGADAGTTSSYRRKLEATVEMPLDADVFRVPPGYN

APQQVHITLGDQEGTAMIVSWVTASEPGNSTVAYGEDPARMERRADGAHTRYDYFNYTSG

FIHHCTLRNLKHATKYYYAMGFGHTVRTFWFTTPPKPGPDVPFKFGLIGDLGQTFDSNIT

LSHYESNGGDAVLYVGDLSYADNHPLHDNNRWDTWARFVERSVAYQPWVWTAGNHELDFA

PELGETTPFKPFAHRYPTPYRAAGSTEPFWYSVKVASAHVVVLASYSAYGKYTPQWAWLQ

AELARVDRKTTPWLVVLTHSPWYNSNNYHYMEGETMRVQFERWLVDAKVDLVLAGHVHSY

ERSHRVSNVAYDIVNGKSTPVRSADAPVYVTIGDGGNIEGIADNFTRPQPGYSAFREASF

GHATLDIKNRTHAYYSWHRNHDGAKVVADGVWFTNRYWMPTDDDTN

>ZmPAP30b (GRMZM2G077466_P01)

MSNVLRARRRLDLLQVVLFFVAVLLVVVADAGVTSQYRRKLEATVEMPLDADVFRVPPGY

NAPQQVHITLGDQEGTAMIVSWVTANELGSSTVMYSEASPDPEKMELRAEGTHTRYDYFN

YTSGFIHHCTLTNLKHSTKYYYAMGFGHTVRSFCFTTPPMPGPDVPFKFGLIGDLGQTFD

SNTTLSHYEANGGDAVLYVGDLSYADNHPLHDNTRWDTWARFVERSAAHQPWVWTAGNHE

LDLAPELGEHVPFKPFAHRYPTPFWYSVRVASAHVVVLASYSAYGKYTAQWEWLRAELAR

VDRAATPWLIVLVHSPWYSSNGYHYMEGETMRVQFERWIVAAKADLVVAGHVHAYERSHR

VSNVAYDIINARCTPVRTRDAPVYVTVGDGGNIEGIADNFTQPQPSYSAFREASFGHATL

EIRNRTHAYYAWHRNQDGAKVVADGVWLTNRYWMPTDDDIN

>ZmPAP18 (GRMZM2G174549_P01)

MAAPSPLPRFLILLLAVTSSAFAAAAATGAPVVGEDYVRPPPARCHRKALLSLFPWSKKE

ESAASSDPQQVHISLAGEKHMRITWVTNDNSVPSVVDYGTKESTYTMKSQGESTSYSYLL

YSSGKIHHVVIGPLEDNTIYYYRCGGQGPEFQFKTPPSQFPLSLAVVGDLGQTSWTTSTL

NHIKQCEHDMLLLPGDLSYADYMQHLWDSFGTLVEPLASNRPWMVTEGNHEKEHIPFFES

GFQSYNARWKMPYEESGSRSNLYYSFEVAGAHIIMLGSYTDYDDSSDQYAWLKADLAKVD

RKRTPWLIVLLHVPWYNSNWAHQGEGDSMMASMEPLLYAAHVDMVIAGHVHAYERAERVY

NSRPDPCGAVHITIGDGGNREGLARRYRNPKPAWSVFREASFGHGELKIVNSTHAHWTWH

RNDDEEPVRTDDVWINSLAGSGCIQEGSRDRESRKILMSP

>ZmPA21b (GRMZM5G831009_P02)

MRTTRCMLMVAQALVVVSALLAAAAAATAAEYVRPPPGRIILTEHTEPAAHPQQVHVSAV

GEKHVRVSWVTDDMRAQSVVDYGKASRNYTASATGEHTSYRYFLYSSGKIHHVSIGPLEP

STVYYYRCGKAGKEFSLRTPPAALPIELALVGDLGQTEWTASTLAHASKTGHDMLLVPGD

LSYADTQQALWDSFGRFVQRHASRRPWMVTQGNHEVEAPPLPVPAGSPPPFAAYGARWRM

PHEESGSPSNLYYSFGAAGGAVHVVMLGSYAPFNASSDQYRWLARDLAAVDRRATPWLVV

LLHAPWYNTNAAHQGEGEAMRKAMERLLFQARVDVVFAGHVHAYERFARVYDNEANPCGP

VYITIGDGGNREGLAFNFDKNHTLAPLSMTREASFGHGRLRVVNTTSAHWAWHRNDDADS

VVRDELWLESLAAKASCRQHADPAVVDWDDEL

>ZmPAP21c (GRMZM2G434170_P01)

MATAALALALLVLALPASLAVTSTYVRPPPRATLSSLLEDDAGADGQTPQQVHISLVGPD

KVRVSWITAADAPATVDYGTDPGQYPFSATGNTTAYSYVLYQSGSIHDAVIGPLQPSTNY

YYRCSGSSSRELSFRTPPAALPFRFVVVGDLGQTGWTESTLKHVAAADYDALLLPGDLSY

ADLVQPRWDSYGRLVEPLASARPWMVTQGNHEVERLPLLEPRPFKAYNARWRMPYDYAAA

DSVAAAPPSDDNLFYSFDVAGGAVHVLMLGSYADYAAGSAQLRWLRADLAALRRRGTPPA

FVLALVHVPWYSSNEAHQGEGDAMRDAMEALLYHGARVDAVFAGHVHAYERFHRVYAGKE

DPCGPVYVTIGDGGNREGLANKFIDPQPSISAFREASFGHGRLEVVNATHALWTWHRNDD

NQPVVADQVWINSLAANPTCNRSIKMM

>ZmPAP21a (GRMZM2G111425_P01)

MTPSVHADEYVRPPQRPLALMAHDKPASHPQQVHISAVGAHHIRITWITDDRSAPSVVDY

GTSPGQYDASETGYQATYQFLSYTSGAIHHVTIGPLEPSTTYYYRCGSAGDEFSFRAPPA

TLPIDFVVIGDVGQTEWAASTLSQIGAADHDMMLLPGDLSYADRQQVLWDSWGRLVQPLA

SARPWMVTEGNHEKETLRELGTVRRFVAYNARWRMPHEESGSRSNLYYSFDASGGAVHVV

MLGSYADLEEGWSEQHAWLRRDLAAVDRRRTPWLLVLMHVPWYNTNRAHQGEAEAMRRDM

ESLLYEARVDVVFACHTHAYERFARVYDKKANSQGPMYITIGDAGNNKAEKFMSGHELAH

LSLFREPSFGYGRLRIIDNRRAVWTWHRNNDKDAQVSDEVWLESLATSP

>ZmPAP23 (GRMZM2G014193_P01)

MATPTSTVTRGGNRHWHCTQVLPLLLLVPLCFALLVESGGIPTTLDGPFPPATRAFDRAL

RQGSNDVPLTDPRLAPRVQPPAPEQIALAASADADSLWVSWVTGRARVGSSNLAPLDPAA

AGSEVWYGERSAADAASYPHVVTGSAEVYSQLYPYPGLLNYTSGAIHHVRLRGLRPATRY

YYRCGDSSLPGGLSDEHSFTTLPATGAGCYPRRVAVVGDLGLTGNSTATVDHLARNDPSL

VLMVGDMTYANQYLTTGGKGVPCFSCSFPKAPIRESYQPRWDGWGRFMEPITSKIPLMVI

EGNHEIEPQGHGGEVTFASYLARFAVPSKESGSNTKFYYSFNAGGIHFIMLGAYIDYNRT

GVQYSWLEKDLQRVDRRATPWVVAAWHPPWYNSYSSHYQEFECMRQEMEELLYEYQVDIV

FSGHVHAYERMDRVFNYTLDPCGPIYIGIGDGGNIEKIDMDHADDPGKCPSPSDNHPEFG

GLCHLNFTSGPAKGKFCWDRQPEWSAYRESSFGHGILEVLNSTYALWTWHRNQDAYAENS

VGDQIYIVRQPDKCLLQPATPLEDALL

>ZmPAP13 (GRMZM2G134054_P01)

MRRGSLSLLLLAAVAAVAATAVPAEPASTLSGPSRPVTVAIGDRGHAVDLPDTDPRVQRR

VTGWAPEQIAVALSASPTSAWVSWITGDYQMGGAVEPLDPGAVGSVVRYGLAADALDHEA

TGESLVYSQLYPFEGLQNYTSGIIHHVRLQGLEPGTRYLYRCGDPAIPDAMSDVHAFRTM

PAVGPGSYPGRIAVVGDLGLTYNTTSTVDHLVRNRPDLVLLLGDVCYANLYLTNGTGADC

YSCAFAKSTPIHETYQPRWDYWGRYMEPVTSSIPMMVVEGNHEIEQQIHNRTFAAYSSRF

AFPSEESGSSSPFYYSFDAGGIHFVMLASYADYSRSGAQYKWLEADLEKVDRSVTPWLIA

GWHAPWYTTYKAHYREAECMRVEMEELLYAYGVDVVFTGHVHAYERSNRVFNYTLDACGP

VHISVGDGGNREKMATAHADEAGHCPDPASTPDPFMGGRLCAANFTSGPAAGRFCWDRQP

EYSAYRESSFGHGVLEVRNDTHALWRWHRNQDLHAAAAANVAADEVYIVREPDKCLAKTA

RLLAY

>ZmPAP21d (GRMZM5G881649_P01)

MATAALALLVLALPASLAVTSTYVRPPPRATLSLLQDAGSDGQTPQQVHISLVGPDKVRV

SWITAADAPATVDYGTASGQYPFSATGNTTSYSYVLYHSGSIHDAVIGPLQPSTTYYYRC

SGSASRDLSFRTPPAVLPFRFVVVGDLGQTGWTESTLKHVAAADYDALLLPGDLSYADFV

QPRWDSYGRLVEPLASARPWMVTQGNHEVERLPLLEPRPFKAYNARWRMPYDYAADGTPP

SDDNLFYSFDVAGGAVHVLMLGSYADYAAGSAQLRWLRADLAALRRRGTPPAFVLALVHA

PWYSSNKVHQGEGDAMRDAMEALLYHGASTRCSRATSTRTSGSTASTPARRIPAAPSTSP

SATAATGRG

>ZmPAP2d (GRMZM2G138698_P03)

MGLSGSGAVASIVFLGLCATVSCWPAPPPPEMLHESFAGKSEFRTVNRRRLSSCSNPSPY

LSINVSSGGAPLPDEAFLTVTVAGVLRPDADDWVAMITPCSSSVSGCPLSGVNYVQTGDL

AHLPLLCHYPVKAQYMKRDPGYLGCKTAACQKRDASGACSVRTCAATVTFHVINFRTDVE

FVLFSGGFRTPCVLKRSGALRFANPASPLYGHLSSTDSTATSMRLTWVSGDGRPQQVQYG

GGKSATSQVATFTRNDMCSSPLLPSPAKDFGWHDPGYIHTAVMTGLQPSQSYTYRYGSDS

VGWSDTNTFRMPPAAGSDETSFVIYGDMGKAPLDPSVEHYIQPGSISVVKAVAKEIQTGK

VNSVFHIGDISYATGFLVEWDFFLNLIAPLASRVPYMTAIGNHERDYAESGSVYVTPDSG

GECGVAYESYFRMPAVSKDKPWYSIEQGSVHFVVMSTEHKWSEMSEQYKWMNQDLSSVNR

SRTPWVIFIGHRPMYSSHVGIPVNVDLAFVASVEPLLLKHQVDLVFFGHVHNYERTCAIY

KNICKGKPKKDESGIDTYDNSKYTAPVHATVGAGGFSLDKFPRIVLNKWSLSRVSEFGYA

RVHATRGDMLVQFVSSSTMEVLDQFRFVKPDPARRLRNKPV

>ZmPAP2b (GRMZM2G138756_P02)

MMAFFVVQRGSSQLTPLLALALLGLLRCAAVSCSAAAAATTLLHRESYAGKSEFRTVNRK

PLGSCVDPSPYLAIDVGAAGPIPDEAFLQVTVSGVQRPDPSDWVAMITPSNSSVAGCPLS

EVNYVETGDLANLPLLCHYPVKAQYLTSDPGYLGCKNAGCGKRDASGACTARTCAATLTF

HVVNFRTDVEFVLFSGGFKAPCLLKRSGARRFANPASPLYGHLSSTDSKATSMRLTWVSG

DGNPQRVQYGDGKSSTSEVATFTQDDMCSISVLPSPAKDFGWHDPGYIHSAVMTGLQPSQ

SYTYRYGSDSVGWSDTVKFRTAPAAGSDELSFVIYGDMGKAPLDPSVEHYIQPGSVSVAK

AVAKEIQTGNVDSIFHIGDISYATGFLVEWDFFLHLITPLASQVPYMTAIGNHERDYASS

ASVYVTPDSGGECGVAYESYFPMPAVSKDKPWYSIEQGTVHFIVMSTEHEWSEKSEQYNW

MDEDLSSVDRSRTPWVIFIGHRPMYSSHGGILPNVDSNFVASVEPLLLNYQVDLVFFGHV

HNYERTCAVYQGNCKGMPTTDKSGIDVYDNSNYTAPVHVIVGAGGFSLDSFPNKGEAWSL

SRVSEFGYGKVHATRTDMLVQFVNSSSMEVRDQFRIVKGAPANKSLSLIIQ

>ZmPAP24a (GRMZM2G157027_P01)

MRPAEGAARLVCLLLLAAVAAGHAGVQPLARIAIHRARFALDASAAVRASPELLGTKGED

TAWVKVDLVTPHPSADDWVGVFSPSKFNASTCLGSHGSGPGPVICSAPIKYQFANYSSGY

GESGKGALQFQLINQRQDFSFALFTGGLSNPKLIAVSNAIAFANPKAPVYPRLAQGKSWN

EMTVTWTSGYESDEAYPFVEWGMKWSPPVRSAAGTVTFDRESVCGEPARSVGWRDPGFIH

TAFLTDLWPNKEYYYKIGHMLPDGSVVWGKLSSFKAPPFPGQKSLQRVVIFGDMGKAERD

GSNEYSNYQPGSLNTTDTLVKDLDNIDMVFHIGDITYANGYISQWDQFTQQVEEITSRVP

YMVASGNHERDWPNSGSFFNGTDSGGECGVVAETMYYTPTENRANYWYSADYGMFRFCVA

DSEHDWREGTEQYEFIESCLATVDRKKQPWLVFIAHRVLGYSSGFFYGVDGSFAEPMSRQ

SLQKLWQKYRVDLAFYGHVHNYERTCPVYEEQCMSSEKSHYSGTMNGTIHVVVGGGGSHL

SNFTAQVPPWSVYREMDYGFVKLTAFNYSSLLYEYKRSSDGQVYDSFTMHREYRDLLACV

KDSCPPTSPAT

>ZmPAP2c (GRMZM2G326625_P01)

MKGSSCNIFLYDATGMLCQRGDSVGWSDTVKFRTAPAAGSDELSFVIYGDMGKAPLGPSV

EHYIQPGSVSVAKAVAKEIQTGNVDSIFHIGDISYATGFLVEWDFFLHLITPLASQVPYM

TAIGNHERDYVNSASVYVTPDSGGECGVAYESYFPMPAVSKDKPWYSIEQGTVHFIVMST

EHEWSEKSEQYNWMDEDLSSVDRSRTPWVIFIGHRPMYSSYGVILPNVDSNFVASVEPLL

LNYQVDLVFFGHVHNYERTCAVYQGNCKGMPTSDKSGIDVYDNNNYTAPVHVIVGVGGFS

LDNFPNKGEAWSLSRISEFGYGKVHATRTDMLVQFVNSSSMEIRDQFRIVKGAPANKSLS

LII

>ZmPAP1c (GRMZM2G315848_P01)

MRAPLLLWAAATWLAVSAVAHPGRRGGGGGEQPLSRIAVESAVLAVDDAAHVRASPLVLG

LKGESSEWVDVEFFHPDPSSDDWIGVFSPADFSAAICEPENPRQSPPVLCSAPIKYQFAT

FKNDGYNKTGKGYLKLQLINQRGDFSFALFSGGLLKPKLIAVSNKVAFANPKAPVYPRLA

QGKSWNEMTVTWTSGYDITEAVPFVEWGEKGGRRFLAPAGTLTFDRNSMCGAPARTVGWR

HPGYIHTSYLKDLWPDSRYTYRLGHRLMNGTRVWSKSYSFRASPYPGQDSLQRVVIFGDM

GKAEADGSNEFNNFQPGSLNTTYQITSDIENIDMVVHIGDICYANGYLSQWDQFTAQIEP

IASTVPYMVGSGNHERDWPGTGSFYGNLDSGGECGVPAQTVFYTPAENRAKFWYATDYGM

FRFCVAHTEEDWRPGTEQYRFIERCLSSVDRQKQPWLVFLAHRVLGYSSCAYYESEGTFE

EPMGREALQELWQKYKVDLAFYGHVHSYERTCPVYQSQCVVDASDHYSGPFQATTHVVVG

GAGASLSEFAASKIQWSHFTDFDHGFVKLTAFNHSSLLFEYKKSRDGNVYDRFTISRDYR

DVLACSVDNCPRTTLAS

>ZmPAP1b (GRMZM5G868679_P01)

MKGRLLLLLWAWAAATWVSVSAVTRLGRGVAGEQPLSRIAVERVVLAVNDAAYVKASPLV

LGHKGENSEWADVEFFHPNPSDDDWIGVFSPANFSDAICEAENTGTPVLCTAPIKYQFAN

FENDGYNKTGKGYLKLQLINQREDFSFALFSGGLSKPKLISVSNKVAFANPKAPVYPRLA

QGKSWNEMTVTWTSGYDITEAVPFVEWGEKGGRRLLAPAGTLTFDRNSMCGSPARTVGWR

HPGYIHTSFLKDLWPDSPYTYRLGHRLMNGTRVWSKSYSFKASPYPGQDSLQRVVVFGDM

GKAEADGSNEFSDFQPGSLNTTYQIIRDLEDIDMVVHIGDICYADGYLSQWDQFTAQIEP

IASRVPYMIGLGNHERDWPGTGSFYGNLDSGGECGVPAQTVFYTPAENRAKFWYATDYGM

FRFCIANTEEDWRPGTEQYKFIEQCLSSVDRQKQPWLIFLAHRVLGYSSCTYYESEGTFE

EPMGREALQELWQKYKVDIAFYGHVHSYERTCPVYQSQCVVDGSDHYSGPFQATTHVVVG

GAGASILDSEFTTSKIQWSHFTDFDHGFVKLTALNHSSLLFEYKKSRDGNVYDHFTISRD

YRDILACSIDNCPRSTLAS

>ZmPAP2a (GRMZM2G106600_P01)

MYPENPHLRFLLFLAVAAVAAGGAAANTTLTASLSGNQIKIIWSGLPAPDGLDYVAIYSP

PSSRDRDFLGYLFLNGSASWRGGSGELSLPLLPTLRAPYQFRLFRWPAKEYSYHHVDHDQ

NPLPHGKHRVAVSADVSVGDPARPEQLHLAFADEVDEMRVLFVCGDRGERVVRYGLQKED

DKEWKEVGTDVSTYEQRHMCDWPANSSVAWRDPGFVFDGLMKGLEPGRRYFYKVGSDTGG

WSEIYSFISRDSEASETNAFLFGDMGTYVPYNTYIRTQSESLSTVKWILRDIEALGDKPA

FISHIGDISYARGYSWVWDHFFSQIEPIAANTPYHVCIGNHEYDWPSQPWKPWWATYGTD

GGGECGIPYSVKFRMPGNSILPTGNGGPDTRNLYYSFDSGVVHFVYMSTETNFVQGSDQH

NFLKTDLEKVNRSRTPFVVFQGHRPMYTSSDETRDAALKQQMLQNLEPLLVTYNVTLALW

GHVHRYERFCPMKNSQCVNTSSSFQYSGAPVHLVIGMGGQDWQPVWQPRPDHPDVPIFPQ

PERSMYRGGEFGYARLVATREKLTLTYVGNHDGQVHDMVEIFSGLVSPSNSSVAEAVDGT

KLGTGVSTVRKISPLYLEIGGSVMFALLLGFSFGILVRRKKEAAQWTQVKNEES

>ZmPAP1a (GRMZM2G386998_P01)

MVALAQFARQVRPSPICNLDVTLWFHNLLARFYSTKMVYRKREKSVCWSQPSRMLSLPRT

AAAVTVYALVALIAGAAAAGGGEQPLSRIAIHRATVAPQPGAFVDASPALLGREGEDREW

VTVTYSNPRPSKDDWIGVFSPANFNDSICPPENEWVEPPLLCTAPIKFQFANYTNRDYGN

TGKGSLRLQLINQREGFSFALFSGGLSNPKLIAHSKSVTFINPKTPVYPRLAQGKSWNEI

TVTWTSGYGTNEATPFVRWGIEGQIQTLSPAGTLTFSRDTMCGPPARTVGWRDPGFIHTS

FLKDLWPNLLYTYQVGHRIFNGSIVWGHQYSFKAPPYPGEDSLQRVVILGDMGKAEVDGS

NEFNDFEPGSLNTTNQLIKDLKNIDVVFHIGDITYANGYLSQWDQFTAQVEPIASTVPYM

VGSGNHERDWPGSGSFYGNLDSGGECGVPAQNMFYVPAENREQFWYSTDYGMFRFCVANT

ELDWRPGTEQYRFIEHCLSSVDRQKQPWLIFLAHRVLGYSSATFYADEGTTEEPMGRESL

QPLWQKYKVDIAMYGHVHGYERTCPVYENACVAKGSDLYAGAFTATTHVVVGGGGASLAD

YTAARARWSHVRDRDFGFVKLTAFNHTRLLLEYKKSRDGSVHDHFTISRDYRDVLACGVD

NCPSTTLAS

>ZmPAP24b (GRMZM2G136453_P01)

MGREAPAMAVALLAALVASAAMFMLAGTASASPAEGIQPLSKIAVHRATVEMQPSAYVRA

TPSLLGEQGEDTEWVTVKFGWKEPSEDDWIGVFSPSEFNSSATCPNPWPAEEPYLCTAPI

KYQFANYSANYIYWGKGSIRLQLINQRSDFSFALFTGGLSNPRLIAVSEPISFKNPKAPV

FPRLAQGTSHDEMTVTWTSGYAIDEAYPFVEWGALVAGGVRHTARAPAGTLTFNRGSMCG

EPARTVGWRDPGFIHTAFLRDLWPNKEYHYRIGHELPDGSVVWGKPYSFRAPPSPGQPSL

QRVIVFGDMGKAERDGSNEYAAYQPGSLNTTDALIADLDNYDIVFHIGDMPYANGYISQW

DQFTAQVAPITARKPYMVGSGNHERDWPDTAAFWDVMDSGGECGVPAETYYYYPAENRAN

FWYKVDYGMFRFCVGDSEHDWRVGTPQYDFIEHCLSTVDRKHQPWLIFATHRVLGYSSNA

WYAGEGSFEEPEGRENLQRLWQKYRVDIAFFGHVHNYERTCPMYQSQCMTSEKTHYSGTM

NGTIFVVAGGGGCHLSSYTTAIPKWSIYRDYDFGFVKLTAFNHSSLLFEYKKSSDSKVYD

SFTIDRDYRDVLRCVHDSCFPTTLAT

>ZmPAP2e (GRMZM2G007754_P01)

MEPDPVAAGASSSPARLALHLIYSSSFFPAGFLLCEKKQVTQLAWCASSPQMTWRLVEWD

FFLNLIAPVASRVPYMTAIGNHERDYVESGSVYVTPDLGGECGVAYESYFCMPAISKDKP

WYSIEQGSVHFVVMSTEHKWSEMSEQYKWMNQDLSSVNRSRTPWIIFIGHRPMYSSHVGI

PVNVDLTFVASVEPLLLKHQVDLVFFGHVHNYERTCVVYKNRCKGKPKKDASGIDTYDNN

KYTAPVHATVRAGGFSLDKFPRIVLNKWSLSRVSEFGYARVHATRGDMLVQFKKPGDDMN

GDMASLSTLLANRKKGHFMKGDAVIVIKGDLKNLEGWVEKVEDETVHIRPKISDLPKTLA

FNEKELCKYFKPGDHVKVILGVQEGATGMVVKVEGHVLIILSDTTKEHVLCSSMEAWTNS

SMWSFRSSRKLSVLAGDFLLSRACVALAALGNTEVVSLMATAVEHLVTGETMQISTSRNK

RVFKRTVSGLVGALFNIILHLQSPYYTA

>ZmPAP2f (AC207043.3_FGP004)

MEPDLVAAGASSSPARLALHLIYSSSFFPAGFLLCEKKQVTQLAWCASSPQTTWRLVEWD

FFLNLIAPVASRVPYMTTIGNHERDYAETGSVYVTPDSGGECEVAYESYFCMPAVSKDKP

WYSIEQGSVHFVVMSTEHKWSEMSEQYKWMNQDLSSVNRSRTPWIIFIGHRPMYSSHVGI

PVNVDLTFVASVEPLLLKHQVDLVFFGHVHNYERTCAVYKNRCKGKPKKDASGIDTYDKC

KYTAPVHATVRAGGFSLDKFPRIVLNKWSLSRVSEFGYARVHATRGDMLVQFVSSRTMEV

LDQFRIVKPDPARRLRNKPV

>ZmPAP7d (GRMZM2G152447_P01)

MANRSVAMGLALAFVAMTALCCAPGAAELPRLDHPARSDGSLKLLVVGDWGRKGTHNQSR

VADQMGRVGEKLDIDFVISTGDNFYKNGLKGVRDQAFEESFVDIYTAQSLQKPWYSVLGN

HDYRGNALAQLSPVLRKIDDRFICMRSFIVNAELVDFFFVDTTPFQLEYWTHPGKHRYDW

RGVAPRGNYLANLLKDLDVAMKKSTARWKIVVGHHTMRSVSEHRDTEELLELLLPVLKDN

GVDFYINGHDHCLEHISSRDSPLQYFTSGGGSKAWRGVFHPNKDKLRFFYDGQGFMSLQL

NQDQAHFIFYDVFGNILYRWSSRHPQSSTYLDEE

>ZmPAP7c (GRMZM2G152477_P01)

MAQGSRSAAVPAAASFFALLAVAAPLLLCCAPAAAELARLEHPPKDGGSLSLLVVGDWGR

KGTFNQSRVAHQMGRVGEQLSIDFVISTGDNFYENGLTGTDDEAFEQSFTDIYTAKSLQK

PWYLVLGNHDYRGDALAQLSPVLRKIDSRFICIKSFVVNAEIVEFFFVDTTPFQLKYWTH

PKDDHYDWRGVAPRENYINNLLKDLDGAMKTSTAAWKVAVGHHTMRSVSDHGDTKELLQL

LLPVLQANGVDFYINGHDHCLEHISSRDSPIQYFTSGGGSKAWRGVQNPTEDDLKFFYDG

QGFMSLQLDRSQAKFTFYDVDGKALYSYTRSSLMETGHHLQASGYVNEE

>ZmPAP7e (AC202435.3_FGP003)

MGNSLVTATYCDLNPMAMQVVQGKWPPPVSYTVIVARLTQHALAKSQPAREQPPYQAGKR

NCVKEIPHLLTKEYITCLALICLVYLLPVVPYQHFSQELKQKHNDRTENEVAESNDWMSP

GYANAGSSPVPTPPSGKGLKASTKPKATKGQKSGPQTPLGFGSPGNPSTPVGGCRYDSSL

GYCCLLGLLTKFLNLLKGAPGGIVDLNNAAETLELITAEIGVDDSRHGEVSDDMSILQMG

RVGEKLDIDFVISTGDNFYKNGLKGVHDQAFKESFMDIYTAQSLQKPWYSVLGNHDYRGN

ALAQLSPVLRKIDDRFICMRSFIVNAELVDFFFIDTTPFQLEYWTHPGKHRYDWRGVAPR

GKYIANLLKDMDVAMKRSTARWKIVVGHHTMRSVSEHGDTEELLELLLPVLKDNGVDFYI

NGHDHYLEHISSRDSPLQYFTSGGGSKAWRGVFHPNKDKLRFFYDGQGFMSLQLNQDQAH

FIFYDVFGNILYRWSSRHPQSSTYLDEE

>ZmPAP7a (GRMZM2G141584_P01)

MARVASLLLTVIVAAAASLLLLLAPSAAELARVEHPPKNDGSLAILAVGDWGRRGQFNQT

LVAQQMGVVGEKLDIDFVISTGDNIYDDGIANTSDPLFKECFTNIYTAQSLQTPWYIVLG

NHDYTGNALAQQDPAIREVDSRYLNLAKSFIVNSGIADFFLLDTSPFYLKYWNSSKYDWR

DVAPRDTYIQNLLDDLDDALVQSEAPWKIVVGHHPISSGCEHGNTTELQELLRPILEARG

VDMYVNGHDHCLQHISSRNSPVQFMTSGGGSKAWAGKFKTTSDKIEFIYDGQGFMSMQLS

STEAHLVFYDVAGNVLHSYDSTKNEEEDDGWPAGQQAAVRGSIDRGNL

>ZmPAP7f (GRMZM2G351232_P01)

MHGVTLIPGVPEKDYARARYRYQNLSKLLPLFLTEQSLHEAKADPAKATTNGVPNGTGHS

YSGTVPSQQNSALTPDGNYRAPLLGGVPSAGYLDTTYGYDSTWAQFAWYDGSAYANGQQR

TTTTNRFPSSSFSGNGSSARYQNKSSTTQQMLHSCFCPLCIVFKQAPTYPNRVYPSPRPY

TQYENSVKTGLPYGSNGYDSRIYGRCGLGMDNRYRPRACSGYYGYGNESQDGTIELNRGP

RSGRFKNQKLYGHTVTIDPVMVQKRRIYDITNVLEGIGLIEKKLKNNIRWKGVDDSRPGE

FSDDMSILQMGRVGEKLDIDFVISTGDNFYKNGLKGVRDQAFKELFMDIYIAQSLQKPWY

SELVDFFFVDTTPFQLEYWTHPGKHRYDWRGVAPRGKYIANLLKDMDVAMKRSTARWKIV

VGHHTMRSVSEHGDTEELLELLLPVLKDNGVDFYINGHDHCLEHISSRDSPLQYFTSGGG

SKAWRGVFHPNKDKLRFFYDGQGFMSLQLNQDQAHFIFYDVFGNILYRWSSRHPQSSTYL

NEE

>ZmPAP7g (GRMZM2G404769_P01)

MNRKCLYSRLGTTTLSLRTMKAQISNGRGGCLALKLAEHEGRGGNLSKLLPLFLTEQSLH

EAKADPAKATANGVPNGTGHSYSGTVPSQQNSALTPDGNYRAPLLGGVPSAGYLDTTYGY

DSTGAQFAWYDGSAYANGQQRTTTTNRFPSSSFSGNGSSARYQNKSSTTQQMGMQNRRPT

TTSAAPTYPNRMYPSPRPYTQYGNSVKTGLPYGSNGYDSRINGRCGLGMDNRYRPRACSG

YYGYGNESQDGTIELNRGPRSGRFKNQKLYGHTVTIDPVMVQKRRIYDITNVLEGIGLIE

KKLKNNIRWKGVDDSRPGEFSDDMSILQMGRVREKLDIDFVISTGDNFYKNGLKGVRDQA

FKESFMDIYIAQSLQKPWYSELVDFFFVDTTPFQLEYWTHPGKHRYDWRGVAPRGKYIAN

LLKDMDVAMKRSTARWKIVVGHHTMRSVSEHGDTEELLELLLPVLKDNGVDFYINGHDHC

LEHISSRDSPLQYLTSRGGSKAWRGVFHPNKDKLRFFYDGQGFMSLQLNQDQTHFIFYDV

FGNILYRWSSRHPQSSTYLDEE

>ZmPAP7b (GRMZM2G109071_P02)

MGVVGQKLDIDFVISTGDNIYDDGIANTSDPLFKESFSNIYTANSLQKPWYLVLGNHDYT

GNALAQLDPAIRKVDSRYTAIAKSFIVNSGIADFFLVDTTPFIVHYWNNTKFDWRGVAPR

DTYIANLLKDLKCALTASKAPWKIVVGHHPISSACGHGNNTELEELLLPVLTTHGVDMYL

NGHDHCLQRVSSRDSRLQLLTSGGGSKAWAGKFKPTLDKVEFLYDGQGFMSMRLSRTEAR

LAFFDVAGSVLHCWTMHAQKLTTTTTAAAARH

>ZmPAP28a (GRMZM2G096363_P01)

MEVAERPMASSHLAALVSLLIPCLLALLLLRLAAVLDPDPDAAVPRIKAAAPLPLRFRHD

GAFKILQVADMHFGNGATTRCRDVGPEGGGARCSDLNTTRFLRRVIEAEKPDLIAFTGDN

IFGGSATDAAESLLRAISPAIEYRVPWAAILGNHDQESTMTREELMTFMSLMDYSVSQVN

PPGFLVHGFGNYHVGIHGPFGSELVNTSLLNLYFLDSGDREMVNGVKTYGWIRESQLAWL

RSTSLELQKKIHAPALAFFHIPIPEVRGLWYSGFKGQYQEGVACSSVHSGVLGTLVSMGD

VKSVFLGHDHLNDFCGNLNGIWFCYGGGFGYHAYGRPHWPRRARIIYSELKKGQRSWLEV

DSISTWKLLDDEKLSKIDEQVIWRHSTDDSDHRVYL

>ZmPAP14 (GRMZM2G109405_P01)

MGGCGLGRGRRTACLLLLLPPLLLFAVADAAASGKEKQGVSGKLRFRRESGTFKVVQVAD

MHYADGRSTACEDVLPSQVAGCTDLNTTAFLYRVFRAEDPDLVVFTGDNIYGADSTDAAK

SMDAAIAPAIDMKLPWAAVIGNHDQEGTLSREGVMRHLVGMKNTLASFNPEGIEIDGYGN

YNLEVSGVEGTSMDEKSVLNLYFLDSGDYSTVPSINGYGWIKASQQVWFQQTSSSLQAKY

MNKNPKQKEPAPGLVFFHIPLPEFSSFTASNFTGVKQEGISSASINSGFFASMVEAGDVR

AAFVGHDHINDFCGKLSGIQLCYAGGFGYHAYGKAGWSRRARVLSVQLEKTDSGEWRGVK

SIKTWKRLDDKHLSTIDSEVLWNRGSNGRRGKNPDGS

>ZmPAP16 (GRMZM2G366607_P01)

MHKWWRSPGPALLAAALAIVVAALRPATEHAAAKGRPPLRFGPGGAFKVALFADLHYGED

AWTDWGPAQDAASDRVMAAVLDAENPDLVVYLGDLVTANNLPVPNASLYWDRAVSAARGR

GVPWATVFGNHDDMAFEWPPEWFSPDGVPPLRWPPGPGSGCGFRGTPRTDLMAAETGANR

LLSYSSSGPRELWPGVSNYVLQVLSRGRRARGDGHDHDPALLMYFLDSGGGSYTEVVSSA

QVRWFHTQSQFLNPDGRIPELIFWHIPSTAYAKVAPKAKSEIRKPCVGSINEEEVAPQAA

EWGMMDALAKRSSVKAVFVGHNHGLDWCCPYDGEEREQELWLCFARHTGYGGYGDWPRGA

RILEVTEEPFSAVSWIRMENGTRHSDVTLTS

>ZmPAP28a (GRMZM2G104676_P01)

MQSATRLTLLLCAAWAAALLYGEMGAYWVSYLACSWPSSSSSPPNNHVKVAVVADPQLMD

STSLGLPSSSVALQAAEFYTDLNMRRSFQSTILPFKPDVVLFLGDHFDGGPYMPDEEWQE

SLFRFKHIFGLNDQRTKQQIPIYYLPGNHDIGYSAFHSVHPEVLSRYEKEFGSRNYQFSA

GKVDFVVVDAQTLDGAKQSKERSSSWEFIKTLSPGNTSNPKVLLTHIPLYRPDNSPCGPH

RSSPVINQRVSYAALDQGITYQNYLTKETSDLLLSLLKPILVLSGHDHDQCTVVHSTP

>AtPAP1

------------------------------------------------MRESLVAIL-----VTVISVLGAIHQVK---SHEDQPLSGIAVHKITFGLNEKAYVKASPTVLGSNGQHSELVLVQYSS-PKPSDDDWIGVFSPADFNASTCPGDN-KMVQPP------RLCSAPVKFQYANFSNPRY------------------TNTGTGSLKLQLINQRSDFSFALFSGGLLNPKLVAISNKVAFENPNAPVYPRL-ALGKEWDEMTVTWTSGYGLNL-----------AEPVVEWGVK--GGERK-----LSPAGTLTFA----------------------RNSMCG-----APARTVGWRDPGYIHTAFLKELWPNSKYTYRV-GHRLSN-------------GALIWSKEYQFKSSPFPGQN-SVQQVV--------------------IFGDMG---KAEVDGSSEYNDF---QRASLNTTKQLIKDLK------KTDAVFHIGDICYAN----------------------------------GYLSQWD-------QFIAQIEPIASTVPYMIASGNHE---RVWPNS------GSFYEGLDSGGE--C----------------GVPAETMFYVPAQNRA------------KVWYSS-------------------DYG----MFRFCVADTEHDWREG--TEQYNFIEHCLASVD----RQK---QP--WL---------IFLAHRVL-----------GY----SSTY-FYA--------------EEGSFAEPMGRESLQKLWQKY-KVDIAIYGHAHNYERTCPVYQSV-----CTSHEKSNYKA-------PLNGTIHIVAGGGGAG-L--AEFSDLQ-----------------------------------------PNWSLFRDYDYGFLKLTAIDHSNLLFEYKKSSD-----G------------------------------------RVHDSFTIS---------KDY---------------RDILAC----------------------------------------------AVDSCPATTLAS-----------------------------------------------------------------------------------

>AtPAP2

---------------------------------------------------------------------------------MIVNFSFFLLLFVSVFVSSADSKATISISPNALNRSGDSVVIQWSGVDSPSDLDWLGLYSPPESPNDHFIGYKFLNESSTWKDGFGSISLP-LTNLRSNYTFRIF--------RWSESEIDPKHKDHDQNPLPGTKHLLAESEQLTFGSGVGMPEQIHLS-----------------FTN-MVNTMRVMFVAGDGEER--------------FVRYG-----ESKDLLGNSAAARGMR-YE----------------------REHMCDS----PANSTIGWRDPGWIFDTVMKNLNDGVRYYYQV-GSD-----------------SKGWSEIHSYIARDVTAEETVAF-----------------------MFGDMG--------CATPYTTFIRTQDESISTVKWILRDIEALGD--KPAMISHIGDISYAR----------------------------------GYSWVWD-------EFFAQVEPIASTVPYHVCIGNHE---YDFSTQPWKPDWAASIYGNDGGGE--C----------------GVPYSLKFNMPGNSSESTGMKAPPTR--NLYYSY-------------------DMG----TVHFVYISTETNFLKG--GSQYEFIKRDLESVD----RKK---TP--FV---------VVQGH-RP-----------MY----TTSN-EVR--------------DTM--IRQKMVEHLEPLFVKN-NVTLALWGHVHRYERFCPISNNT--------------CG-----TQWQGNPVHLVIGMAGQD-W--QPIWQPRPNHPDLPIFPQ------------------------------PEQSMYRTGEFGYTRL-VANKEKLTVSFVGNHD-----G------------------------------------EVHDTVEML---------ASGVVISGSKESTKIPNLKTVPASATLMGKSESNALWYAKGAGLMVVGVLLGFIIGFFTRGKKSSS----GNRWIPVKNEET-----------------------------------------------------------------------------------

>AtPAP3

-----------------------------------------------------------------------------------------------------------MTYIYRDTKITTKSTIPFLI-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------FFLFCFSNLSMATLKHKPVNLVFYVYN-----------------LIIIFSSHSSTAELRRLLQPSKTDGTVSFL--------------------VIGDWG-------------------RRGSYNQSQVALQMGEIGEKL-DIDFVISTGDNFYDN-----------------------------GLTSLHDPLFQD-------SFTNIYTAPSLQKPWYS--GNHD-----------------YRGDVRAQLS--P---------------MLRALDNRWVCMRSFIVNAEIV-------DLFFV--------------------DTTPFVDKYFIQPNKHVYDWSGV--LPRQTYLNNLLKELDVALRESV---AK--WK---------IVIGH--------------------HTIK-SAG--------------HHG--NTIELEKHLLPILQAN-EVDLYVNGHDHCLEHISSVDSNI----------------------------QFMTSGGGSKA-W--KGGDVNYVE---------------------------------------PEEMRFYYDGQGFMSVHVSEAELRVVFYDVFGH------------------------------------------VLHH--WKK---------------------------TYKEAL----------------------------------------------YFAS-------------------------------------------------------------------------------------------

>AtPAP4

----------------------------------------------------------------------------------------------------------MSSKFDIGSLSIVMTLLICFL------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------LLSLAPKLEAELAT------------------------------VQHAPNPD---GSISFL--------------------VIGDWG-------------------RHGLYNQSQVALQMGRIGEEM-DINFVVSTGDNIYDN-----------------------------GMKSIDDPAFQL-------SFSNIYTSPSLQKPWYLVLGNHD-----------------YRGDVEAQLS--P---------------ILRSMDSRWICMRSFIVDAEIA-------ELFFV--------------------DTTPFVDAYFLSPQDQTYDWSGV--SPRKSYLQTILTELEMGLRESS---AK--WK---------IVVGH--------------------HAIK-SAS--------------IHG--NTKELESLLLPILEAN-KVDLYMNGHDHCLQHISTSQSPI----------------------------QFLTSGGGSKA-W--RGYYNWTT----------------------------------------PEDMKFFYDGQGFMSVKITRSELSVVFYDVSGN------------------------------------------SLHK--WDT---------------------------SKMLDS----------------------------------------------DFYFPL-----------------------------------------------------------------------------------------

>AtPAP5

-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------MSLET--FPPPAGY-NAPEQVHIT-----------------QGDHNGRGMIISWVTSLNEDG------------SNVVTYWI-ASSDGSD----NKSVIATTSSY----------------------R---------------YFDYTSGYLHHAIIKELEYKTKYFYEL-GTG-------------------RSTRQFNL-TPPKVGPD-VPYTFG--------------------VIGDLG---------------------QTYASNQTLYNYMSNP----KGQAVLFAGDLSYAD------------------------------DHPNHDQSKWD-------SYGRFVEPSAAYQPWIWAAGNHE---IDYAQS-------------IGETQ--P----------------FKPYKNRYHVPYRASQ---------------------------------------------------------NKY--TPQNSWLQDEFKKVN----RSE---TP--WL---------IVLVH-AP-----------WY----NSNN-YHY--------------MEG--ES--MRVTFEPWFVEN-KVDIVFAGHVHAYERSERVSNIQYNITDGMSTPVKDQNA-----------PVYITIGDGG-N-I--EGIANIFTDPQ-------------------------------------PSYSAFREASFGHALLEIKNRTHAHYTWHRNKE-----D----------------------------------EAVIADSIWLK---------N-----------------RYYLPE----------------------------------------------EETI-------------------------------------------------------------------------------------------

>AtPAP6

----------------------------------------------------------------------------------------------------------------------MKNLVIFAF----------------------------LFLSIT------TVI--------NGGITSKF----------------------VRQALPSIEMSLDT--FPSPGGY-NTPEQVHLT-----------------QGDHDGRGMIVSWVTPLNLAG------------SNVVTYWI-A-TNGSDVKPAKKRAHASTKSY----------------------R---------------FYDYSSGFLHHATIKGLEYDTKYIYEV-GTD-------------------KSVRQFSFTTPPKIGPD-VPYTFG--------------------IIGDLG---------------------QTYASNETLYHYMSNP----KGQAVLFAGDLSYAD------------------------------DHPNHDQRKWD-------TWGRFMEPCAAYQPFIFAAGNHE---IDFVPN-------------IGEPH--A----------------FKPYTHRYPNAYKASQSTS---------PLWYSV-------------------RRA----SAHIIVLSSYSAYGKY--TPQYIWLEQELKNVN----REE---TP--WL---------IVIVH-SP-----------WY----NSNN-YHY--------------MEG--ES--MRVMFESWLVNS-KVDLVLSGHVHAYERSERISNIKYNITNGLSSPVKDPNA-----------PIYITIGDGG-N-I--EGIANSFVDPQ-------------------------------------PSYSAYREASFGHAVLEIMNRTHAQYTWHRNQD-----N----------------------------------EPVAADSIMLH---------N-----------------RHFFPV----------------------------------------------EEIVSSNIRA-------------------------------------------------------------------------------------

>AtPAP7

-----------------------------------------------------------------------------------------------------------------MKMHVCFSVILMFL-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------SIFFING-----------------------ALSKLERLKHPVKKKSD-GSLSFL--------------------VIGDWG-------------------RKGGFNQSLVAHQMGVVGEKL-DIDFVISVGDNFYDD-----------------------------GLKGVNDPSFEA-------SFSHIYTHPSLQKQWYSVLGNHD-----------------YRGNVEAQLS--K---------------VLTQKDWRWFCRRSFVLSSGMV-------DFFFA--------------------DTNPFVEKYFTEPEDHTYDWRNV--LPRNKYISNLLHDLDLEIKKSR---AT--WK---------FVVGH--------------------HGIK-TAG--------------NHG--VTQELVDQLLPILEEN-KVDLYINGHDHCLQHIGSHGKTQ-----------------------------FLTSGGGSKA-W--RGHVQPWD----------------------------------------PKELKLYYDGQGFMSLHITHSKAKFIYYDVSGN------------------------------------------VLHRSSLSK---------------------------RSAHL----------------------------------------------------------------------------------------------------------------------------------------------

>AtPAP8

---------------------------------------------------------------------------------------------------------------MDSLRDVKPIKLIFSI------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------FCLVIILSACN--------------------------------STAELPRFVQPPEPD---GSLSFL--------------------VVGDWG-------------------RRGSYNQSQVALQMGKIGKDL-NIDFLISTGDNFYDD-----------------------------GIISPYDSQFQD-------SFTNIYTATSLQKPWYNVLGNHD-----------------YRGNVYAQLS--P---------------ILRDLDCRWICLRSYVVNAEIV-------DIFFV--------------------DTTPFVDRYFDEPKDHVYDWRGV--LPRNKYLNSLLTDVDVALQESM---AK--WK---------IVVGH--------------------HTIK-SAG--------------HHG--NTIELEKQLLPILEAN-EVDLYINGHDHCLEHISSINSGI----------------------------QFMTSGGGSKA-W--KGDVNDWN----------------------------------------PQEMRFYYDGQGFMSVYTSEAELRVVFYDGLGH------------------------------------------VLHR--WST-----------------------------LKNG----------------------------------------------VYSDI------------------------------------------------------------------------------------------

>AtPAP9

---------------------------------------------------------------------------------MIA--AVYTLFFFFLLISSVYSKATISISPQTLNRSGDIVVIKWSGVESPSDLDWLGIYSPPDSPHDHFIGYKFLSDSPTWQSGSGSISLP-LTNLRSNYTFRIF--------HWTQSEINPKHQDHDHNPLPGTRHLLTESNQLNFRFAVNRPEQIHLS-----------------YTD-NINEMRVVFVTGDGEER--------------EARYG-----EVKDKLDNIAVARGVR-YE----------------------IEHMCHA----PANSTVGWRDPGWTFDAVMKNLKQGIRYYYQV-GSD-----------------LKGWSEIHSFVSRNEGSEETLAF-----------------------MFGDMG--------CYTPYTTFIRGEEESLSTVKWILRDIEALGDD-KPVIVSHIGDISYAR----------------------------------GYSWIWD-------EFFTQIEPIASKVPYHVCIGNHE---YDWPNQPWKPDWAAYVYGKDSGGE--C----------------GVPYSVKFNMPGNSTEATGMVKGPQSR-NLYYSY-------------------DMG----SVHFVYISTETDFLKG--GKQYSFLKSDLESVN----RSK---TP--FV---------VVQGH-RP-----------MY----TTSR-KIR--------------DAA--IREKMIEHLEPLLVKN-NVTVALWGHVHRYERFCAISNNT--------------CG-----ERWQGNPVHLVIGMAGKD-S--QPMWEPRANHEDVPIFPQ------------------------------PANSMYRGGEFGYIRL-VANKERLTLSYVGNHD-----G------------------------------------EVHDVVEIL---------ASGEVISGS---------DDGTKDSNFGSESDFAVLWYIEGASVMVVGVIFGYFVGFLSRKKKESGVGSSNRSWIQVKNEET-----------------------------------------------------------------------------------

>AtPAP10

---------------------------------------------------------------------------------------------------------------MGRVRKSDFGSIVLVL----------------------------CCVLNS------LLC--------NGGITSRY----------------------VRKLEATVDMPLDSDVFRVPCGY-NAPQQVHIT-----------------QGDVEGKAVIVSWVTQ-EAKG------------SNKVIYWK----ENSTK---KHKAHGKTNTY----------------------K---------------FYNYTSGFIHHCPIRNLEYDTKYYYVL-GVG-------------------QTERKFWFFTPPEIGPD-VPYTFG--------------------LIGDLG---------------------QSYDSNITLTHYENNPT---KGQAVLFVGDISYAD------------------------------TYPDHDNRRWD-------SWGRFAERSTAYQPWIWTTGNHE---LDFAPE-------------IGENR--P----------------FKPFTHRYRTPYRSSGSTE---------PFWYSI-------------------KRG----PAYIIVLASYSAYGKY--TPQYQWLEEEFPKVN----RTE---TP--WL---------IVLMH-SP-----------WY----NSYD-YHY--------------MEG--ET--MRVMYEAWFVKY-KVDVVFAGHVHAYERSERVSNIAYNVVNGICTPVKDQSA-----------PVYITIGDGG-N-I--EGLATKMTEPQ-------------------------------------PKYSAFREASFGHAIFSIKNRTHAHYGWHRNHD-----G----------------------------------YAVEGDRMWFY---------N-----------------RFWHPV------------------------------------------------DDSPSCNS-------------------------------------------------------------------------------------

>AtPAP11

How the deposited data were processed for this re-analysis (not part of the article)

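RNA was sequenced from the complete root system and from the distal 10 cm of leaves of maize B73 plants grown for 21 days, which received 1000 µM (+P) or 10 µM (–P) phosphate from day 10. Each of the 4 conditions had 2 biological replicates, giving 8 libraries. The authors aligned the reads to the Phytozome transcript set with bowtie2 and quantified them with eXpress, without further normalization or filtering of the deposited values. The deposited uniquely mapped reads are counts of reads that align to a single transcript. The deposited estimated counts are expected counts, in which eXpress divided reads shared between transcripts by its estimate of their abundance. The effective counts are estimated counts that the authors' run of eXpress adjusted for effective transcript length. The deposited TPM values scale abundance for transcript length and library size. The parameter files of eXpress were not used here.

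Transcripts were kept under the identifiers of the deposited tables. Names and primary transcripts of ZmPap genes came from the paper's supplementary tables, subgroups from its figures, and numbers of P1BS sequences from Table 1. Names of other genes came from the RefSeq annotation of Zm-B73-REFERENCE-NAM-5.0, whose synonyms matched 17231 of the 32334 genes with a tested transcript and 20 of the 33 ZmPap genes. That assembly is not the one the reads were mapped to, so it was used for names only.

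Effective counts were rounded and analysed with edgeR 4.0.16 in R 4.3.3. The filter was filterByExpr with a minimum count of 10 and kept 48200 transcripts. Library sizes were scaled by TMM, with factors between 0.714 and 0.784 in leaf and between 1.254 and 1.434 in root. A quasi-likelihood model with the 4 conditions as groups gave the –P over +P contrast in leaf, in root, and the difference between them. P-values were multiplied by 72 for the Pap family, and adjusted by the Benjamini-Hochberg method over all tested transcripts for counts outside the family. The paper's text names EdgeR and the Bonferroni correction but not the test or a filter. Standard errors were taken from the weights and quasi-dispersions of the fit and are left out where a fitted mean count was under 0.5. CPM are effective counts scaled to the library's total, without TMM. The ratio of replicates with the same number used an offset of 0.5 CPM.

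Totals of effective counts ranged from 4628478 to 26384309 per library. Replicate 1 of +P root had the lowest total. The smallest level that 3 counts can show ranged from 0.114 to 0.648 CPM; such limits cover counting error only. The 2 replicates of a condition differed by more than Poisson noise, with a chi-square per degree of freedom between 13.1 and 29.3. No batch or date is given for the libraries, so the replicates could not be compared within batches.

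The tests were tested on simulated data, drawn for the 48200 real transcripts with the real means, library sizes and dispersions. In these, 200 transcripts were changed in –P leaf. They were drawn only from transcripts above a minimum expected leaf count, so the shares found do not cover transcripts with low counts. Of 100 transcripts changed by a factor of 8, the quasi-likelihood test found 70% at the threshold of the Pap family and 34% with Benjamini-Hochberg adjustment. The median estimate for a true log2 fold change of 3 was 3.11. Per 10000 unchanged transcripts, 5.62 passed the threshold of the Pap family with the quasi-likelihood test, 42.9 with the likelihood ratio test, 29 with the exact test and 36.7 with DESeq2 1.42.0.

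Genes to be named were chosen by a rule set before the data were examined. It took the ZmPap genes named in the paper with the transcript shown in Figure 5 or called in Supplementary Table S4, and any other Pap transcript that passed a test. Outside the family it took the 2 largest rises and the 2 largest falls in leaf with a Benjamini-Hochberg adjusted p-value under 0.05, a mean log2 CPM of at least 1, and the same direction whichever library was left out. Lists of 24 transcripts were drawn 10000 times, each member from the 200 transcripts nearest in mean expression. Fisher's exact test was two-sided. Of the comparisons planned or tested, 2 are not reported here.

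The alternatives were rounded estimated counts, uniquely mapped reads, the size factors of DESeq2 within edgeR, the Wald test of DESeq2, the likelihood ratio and exact tests of edgeR, no filter beyond 1 effective count, only the 4 libraries of a tissue, a replicate block, sums over the transcripts of a gene, libraries thinned to the smallest total, Benjamini-Hochberg in place of Bonferroni, and leaving out each of the 8 libraries. The pairing in the replicate block comes from the replicate numbers in the sample labels. After removal of the condition means, replicates with the same number correlated at 0.0496 between +P and –P leaf and at 0.0073 between +P and –P root, so the labels carry little shared variation. Tables were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The atlas data on tissues and stages and the P1BS search itself were not analysed here.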

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

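Which explanations were tested in this part, and by which test, was chosen after the results they bear on had been seen. The alternative settings used for this were themselves set before the data were examined.

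The response of 3 Pap transcripts differed between leaf and root by a direct test of the difference in edgeR's quasi-likelihood model. For ZmPap10 (GRMZM2G093101_T01), the leaf log2 fold change exceeded that in root by 2.23, and in both replicates the leaf ratio exceeded the root ratio (3.16 against 0.83 and 3.30 against 1.21). The difference was 2.25 with uniquely mapped reads, 2.36 with all libraries thinned to the smallest total, 2.19 with DESeq2-type size factors, and 2.13 without replicate 1 of +P root. Shared reads, unequal depth or the library with few aligned reads do not account for it in these tests. The size factors moved the median log2 fold change of all tested transcripts by only -0.018 in leaf and -0.050 in root, so they test normalization only weakly, here and for the results that follow. A stronger response in leaf is a candidate explanation, resting on 2 biological replicates per condition. A difference between batches was not tested, since no batch is given.

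For ZmPap16 (GRMZM2G366607_T01), the difference was 2.52, with replicate ratios of 4.27 against 2.27 and 4.10 against 1.27. It was 1.85 with uniquely mapped reads, 2.19 with thinned libraries, 2.47 with DESeq2-type size factors and 2.72 without replicate 1 of +P root. The difference stayed positive under each of these and was lowest with uniquely mapped reads. With thinned libraries and with a replicate block (2.54) the difference did not pass the threshold, with adjusted p-values of 0.114 and 0.0787 from edgeR's quasi-likelihood test. It also did not pass with Benjamini-Hochberg adjustment over all tested transcripts (adjusted p = 0.0946). A stronger response in leaf is a candidate explanation here too, and the depth of the libraries limits how firmly it can be stated.

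For ZmPap13 (GRMZM2G134054_T02), the difference was 6.79, with replicate ratios of 7.46 against 3.02 and 8.20 against 3.33. It was 6.46 with thinned libraries, 6.76 with DESeq2-type size factors and 6.48 without replicate 1 of +P root. The transcript has 0 uniquely mapped reads in the 8 libraries, so the pattern cannot be told apart from the division of shared reads by the estimation. Summed over the transcripts of the gene, the difference was 2.45 and did not pass (adjusted p = 0.14).

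Outside the Pap family, which is all the paper discusses in these libraries, 623 leaf transcripts changed under –P at a Benjamini-Hochberg adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 526 upward and 97 downward. In root, 0 transcripts passed, while 3979 of 48200 had an unadjusted p-value under 0.05 where 2410 would be expected by chance; in leaf that number was 6234. The leaf number was 589 with thinned libraries and 584 with DESeq2-type size factors, and the root number stayed at 0 in both. It was 1560 with uniquely mapped reads, against 72 in root, and 2768 with the likelihood ratio test, against 955 in root. The share of counts taken by the 10 largest transcripts changed by -0.168 percentage points from +P to –P leaf, less than the largest difference of 0.375 between leaf replicates. Under each of these, more transcripts changed in leaf than in root. With thinned libraries, the +P root replicates still correlated least (r = 0.886, against 0.924 to 0.952 for the other pairs). Replicate 1 of +P root had an alignment rate of 26.31%. Whether this pair lowered the number in root was not tested. A broader response in leaf is thus only a candidate explanation.

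The difference between the leaf and the root response passed for 80 transcripts outside the family. Their number was 104 with thinned libraries, 84 with DESeq2-type size factors, 522 with uniquely mapped reads and 1792 with the likelihood ratio test. None of these alternatives lowered it. Which property of the tissues is behind it was not tested.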

How the results depend on the processing

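Alternatives were set before the data were examined. The number of Pap transcripts higher in –P leaf stayed within 1.5 times of 9 under every alternative except the choice of test: it was 15 with DESeq2's Wald test, 16 with edgeR's likelihood ratio test and 15 with edgeR's exact test. In the simulated data these tests also passed unchanged transcripts more often than the nominal rate, and they found 89%, 87% and 84% of the changes by a factor of 8, against 70% with the quasi-likelihood test. The number of Pap genes higher in leaf stayed within 1.5 times of 9, and no Pap transcript was significantly lower in either tissue under any alternative.

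In root, the numbers of Pap transcripts and of Pap genes higher under –P moved from 3 to 6 with DESeq2's Wald test, to 5 with the likelihood ratio test and with the exact test, to 1 with a replicate block and to 0 with Benjamini-Hochberg adjustment over all tested transcripts, where 9 Pap transcripts had an unadjusted p-value under 0.05. They ranged from 0 to 3 across the fits that each left out one leaf library. The number of Pap transcripts with a different response in leaf and root moved from 3 to 8 with DESeq2's Wald test and to 10 with the likelihood ratio test.

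Over all tested transcripts, the number changed in leaf moved from 632 to 1570 with uniquely mapped reads, 2546 with DESeq2's Wald test, 2785 with the likelihood ratio test, 2321 with the exact test, 968 without the filter on low counts, 331 with a replicate block and 1293 with sums over genes, and it ranged from 310 to 629 across the 4 fits that each left out one root library. In root it moved from 0 to 74 with uniquely mapped reads, 620 with DESeq2's Wald test, 961 with the likelihood ratio test, 629 with the exact test and 25 without the filter. The cause was not tested, apart from the error rates of the tests and the share of simulated changes that they found.

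The median log2 fold change of the Pap family kept its direction in both tissues under every alternative. In leaf it moved from 1.56 to 1.22 with estimated counts, 1.06 with uniquely mapped reads, 1.27 without the filter and 1.82 over all tested Pap transcripts, and ranged from 1.44 to 1.84 across the fits that each left out one library. In root it moved from 0.39 to 0.28 with uniquely mapped reads, 0.50 without the filter, 0.49 with sums over genes and 0.29 with thinned libraries. It was 0.59 over all tested Pap transcripts and ranged from 0.32 to 0.51 with 1 library left out. The median covered 18 members with uniquely mapped reads, 22 with thinned libraries, 23 with estimated counts, 27 without the filter and 28 with sums over genes. Part of a shift can thus come from the set. The cause was not tested.

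ZmPap26 passed the threshold under no alternative. Its leaf value ranged from 0.13 to 0.24, and its root value from -1.16 to -0.14, with one library left out. The odds ratio of P1BS presence and leaf induction ranged from 6.00 to 12.9 across the fits without one root library, where it passed in 2 of 4, against 3.50 with all libraries. The ratio of the highest to the next Pap transcript in –P leaf moved from 2.93 to 3.24 with estimated counts, 4.52 with TPM and 2.24 with uniquely mapped reads, where another transcript was the highest. The cause was not tested.

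The root log2 fold change of ZmPap24b, 0.14, reversed to -0.021 with estimated counts and to -0.10 with uniquely mapped reads, within its standard error of 0.45. Over all values for single transcripts, 605 were recomputed: 483 kept their direction and side of the threshold, 33 became weaker, 41 became stronger, 46 without a test moved by more than the spread between replicates and 2 reversed. Transcripts with too few uniquely mapped reads have no value in that setting, and the exact test gives none for the difference between tissues. No test or call was made for a tissue with 1 library left in a condition, so the numbers of transcripts have no value where a library of their own tissue was left out, nor has the number with a different response. With 2 replicates, changes by a factor of 2 were rarely found: in the simulated data, 1% of them passed the threshold of the Pap family.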

Differences from the paper's values

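For the transcript GRMZM2G152477_T02 of ZmPap7c, the leaf log2 fold change was 8.47, against the paper's 8.32 in Supplementary Table S4. Its level was 0 CPM in both +P leaf libraries, so the value rests on how a fit treats counts of 0. The gap can therefore not be judged against the spread between replicates. The value was 8.32 with edgeR's exact test and 8.31 in a fit of only the 4 leaf libraries. It was 7.39 with DESeq2's Wald test and 7.05 with thinned libraries. For ZmPap1c (GRMZM2G315848_T01), the leaf log2 fold change was 1.82, against the paper's 1.83, where the replicates happened to be almost identical. With no filter beyond 1 effective count it was 1.83, and none of the other alternatives closed the gap. Over the 28 log2 fold changes compared, the median absolute difference from the paper was 0.01.

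The number of Pap transcripts higher in –P leaf was 9, within 1.5 times of the paper's 11 in the text and of the paper's 13 transcripts of 11 genes in Supplementary Table S4. It was 11 with estimated counts, with sums over genes, and when either +P root library was left out, and no alternative gave 13. All 9 are among the paper's 13. The other 4, which the paper lists as significant, did not pass here with edgeR's quasi-likelihood test. Their adjusted p-values were 0.0724 for ZmPap21c, 0.0602 for GRMZM2G134054_T01 of ZmPap13, 0.0607 for GRMZM2G138756_T01 of ZmPap2b and 0.0801 for GRMZM2G152477_T02 of ZmPap7c. Of these, GRMZM2G134054_T01 and GRMZM2G138756_T01 passed with estimated counts (adjusted p = 0.0296 and 0.0255 from the same test). Both also passed with thinned libraries (adjusted p = 0.0282 and 0.0226) but not with a replicate block (adjusted p = 0.0873 and 0.181). With edgeR's likelihood ratio test, adjusted p-values were 1.45e-05 for GRMZM2G152477_T02, 1.07e-05 for GRMZM2G134054_T01 and 4.36e-12 for GRMZM2G138756_T01. These transcripts also passed with edgeR's exact test and DESeq2's Wald test. The paper does not name its test. Of the 11 transcripts marked for leaf in Figure 5, 8 passed with the quasi-likelihood test. In root, the same 3 transcripts passed as in the paper.

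The paper names ZmPap7c as the transcript with the highest level in –P leaf. Here ZmPap7d was the highest, at 777 CPM, and ZmPap7c was at 143 CPM; the paper's Supplementary Table S4 also gives ZmPap7d the higher level. The paper describes a correlation between P1BS and higher accumulation under low P. Here the odds ratio was 3.50 and its p-value 0.231 (Fisher's exact test), and they were 12.9 and 0.0183 when either +P root library was left out. The paper gives 15 genes with P1BS within 1000 bp upstream, and the positions in its Table 1 give 14. The paper describes subgroup Ia-2 transcripts as induced in roots. Here the root log2 fold changes of ZmPap10 and ZmPap30a were 1.03 and 1.05 and did not pass the threshold with edgeR's quasi-likelihood test. ZmPap10 did pass in root with DESeq2's Wald test and with edgeR's likelihood ratio and exact tests, and ZmPap30a did not.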

Other observations

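The tests on the +P root replicates, on the transcripts of ZmPap13 and ZmPap2b and on the primary transcript of ZmPap7c were set before their results were seen; the other tests in this part were chosen after.

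The numbers of transcripts with at least 1 effective count were 45244, 50252, 49702 and 51120 in the root libraries and 45299, 45556, 46347 and 49272 in the leaf libraries. In Supplementary Table S3 of the paper these numbers stand in the opposite tissue. Exchanging the leaf and root entries of that column made them equal in 8 of 8 libraries, while 0 were equal as printed, so the counts equal the paper's with the leaf and root rows exchanged in that column.

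The 2 +P root libraries correlated less with each other than other replicate pairs did. With all libraries thinned to the smallest total, r was 0.886 for the +P root pair and between 0.924 and 0.952 for the others, over log2 CPM of the 48200 tested transcripts. The low depth of replicate 1 alone does not account for the lower correlation. What else differed in that library was not tested.

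More Pap transcripts were called in leaf by the likelihood ratio test, 16, than by the quasi-likelihood test. In simulated libraries, 42.9 of 10000 unchanged transcripts passed the threshold of the Pap family with the likelihood ratio test and 5.62 with the quasi-likelihood test, where 6.94 would be nominal. At this rate, 0.150 false calls are expected among the 35 tested Pap transcripts, against 7 additional calls, so false calls do not account for most of them in the simulation. The likelihood ratio test also found more of the transcripts changed by a factor of 8 in these libraries, 87% against 70%.

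The transcript T02 of ZmPap13 rose more in leaf than T01. In uniquely mapped reads, the log2 ratio of T02 minus that of T01 was -3.60, but T02 had 0 such reads and T01 had 555 in leaf, so the test could not have come out otherwise. The rise of T02 beyond that of T01 cannot be told apart from the division of reads by the estimation. The transcript T01 of ZmPap2b also rose more than T02. In uniquely mapped reads its log2 ratio was lower by a difference of -1.58, from 13 reads of T01 and 215 of T02 in leaf. The offset of 0.5 pulls the ratio of a transcript with few reads toward 0: without it, a check added after the result was seen, the difference was -0.069, with a counting error of 1.55. The test therefore cannot tell whether the division of reads accounts for the larger rise of T01.

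For ZmPap7c, reads of ZmPap7d assigned to it were tested as an explanation of the rise in leaf. Uniquely mapped reads of its primary transcript, GRMZM2G152477_T01, did not rise in both replicates: the log2 ratio was -0.54 in one and 0.91 in the other, from 16 reads in leaf. Summed over all transcripts of the gene, a test chosen after the first, uniquely mapped reads rose in both, with log2 ratios of 1.86 and 2.08 from 49 reads in leaf. Most of these 49 reads came from the other transcripts of the gene. In –P leaf, the estimated counts were 2406 and 3969 for the primary transcript, and 28.1 and 43.0 for GRMZM2G152477_T02. The sum thus shows a rise in uniquely mapped reads of the gene. It cannot tell where the shared reads of the primary transcript came from, so for that transcript the explanation remains open.

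Outside the Pap family, the largest rises in leaf by the rule for named genes were those of GRMZM2G059381_T03, with a log2 fold change of 12.21, and GRMZM5G806888_T01, with 11.86. The largest falls were those of GRMZM2G078779_T01, with -13.41, and GRMZM2G333013_T01, with -11.45. Their Benjamini-Hochberg adjusted p-values from edgeR's quasi-likelihood test were 0.00177, 0.0153, 0.0351 and 0.0381. For each of them, the lower of the leaf means lay between 0 and 0.0087 CPM. The size and order of these fold changes thus rest on how the fit treats counts near 0. The RefSeq names are LOC100281546 for GRMZM2G059381, LOC100284243 with the synonym BURP9 for GRMZM2G078779 and LOC100279830 for GRMZM2G333013, and GRMZM5G806888 had no match. GRMZM2G078779_T01 had 61.6 ± 52.9 CPM in +P leaf (SD, n = 2). Uniquely mapped reads made up 22.6% of its estimated reads and 0% of those of the other 3, whose levels rest on the division of shared reads.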
